# C_1_-Pathways in *Methyloversatilis universalis* FAM5: Genome Wide Gene Expression and Mutagenesis Studies

**DOI:** 10.3390/microorganisms3020175

**Published:** 2015-04-09

**Authors:** Nathan M. Good, Andrew Lamb, David A. C. Beck, N. Cecilia Martinez-Gomez, Marina G. Kalyuzhnaya

**Keywords:** rhodocyclaceae, *methyloversatilis*, C_1_-metabolism, *N*-methylglutamate pathway, formaldehyde activating enzyme homologues

## Abstract

*Methyloversatilis universalis* FAM5 utilizes single carbon compounds such as methanol or methylamine as a sole source of carbon and energy. Expression profiling reveals distinct sets of genes altered during growth on methylamine *vs* methanol. As expected, all genes for the *N*-methylglutamate pathway were induced during growth on methylamine. Among other functions responding to the aminated source of C_1_-carbon, are a heme-containing amine dehydrogenase (Qhp), a distant homologue of formaldehyde activating enzyme (Fae3), molybdenum-containing formate dehydrogenase, ferredoxin reductase, a set of homologues to urea/ammonium transporters and amino-acid permeases. Mutants lacking one of the functional subunits of the amine dehydrogenase (*ΔqhpA)* or *Δfae3* showed no growth defect on C_1_-compounds. *M. universalis* FAM5 strains with a lesion in the H_4_-folate pathway were not able to use any C_1_-compound, methanol or methylamine. Genes essential for C_1_-assimilation (the serine cycle and glyoxylate shunt) and H_4_MTP-pathway for formaldehyde oxidation showed similar levels of expression on both C_1_-carbon sources. *M. universalis* FAM5 possesses three homologs of the formaldehyde activating enzyme, a key enzyme of the H_4_MTP-pathway. Strains lacking the canonical Fae (*fae1*) lost the ability to grow on both C_1_-compounds. However, upon incubation on methylamine the *fae1*-mutant produced revertants (*Δfae1^R^*), which regained the ability to grow on methylamine. Double and triple mutants (*Δfae1^R^Δfae3*, or *Δfae1^R^Δfae2* or *Δfae1^R^Δfae2Δfae3)* constructed in the revertant strain background showed growth similar to the *Δfae1^R^* phenotype. The metabolic pathways for utilization of methanol and methylamine in *Methyloversatilis universalis* FAM5 are reconstructed based on these gene expression and phenotypic data.

## 1. Introduction

Facultative betaproteobacterial methylotrophs, belonging to *Burkholderiales* and *Rhodocyclales*, occupy a variety of ecological niches, including soils, sediments, plant biomass, wastewater sludge, hot springs, and oil sands [1,2,3,4,5,6,7]. These bacterial lineages show exceptionally versatile metabolic capabilities, including the ability to utilize single carbon compounds, such as methanol and methylated amines [8,9,10]. Despite the relatively high abundance of these facultative methylotrophic betaproteobacteria in nature, only a few of them have been isolated in pure culture and characterized [4,5,6,9,10]. C_1_-utilization pathways have been investigated in *Methyloversatilis universalis* and *Methyloversatilis thermotolerans* (both are members of the family *Rhodocyclaceae*) and *Methylibium petroleiphilum* PM1 (a representative of unclassified *Burkholderiales*) [11,12,13]. It has been shown that a homolog of the pyrroloquinoline quinone (PQQ)-dependent ethanol dehydrogenase is essential for oxidation of C_1_ and C_2_ alcohols during aerobic or anaerobic growth in *M. universalis* [8,13]. The same enzyme is crucial for methanol utilization even in strains possessing the canonical methanol dehydrogenase, such as *Methyloversatilis* sp. 18–153 or RZ94 [8,10].

In addition to methanol, all tested members of the genera *Methyloversatilis* are capable of utilizing methylated amines [6,10]. *M. universalis* FAM5 oxidizes methylamine via the *N*-methylglutamate pathway [12]. The pathway includes three enzymes: the *N*-methylglutamate synthase (NMGS, encoded by *mgsABC* gene cluster), which can produce *N*-methylglutamate from glutamate and methylamine; the *N*-methylglutamate dehydrogenase (NMGDH, encoded by *mgdABCD* gene cluster), which is predicted to produce methylene-tetrahydrofolate (H_4_F) and regenerated glutamate from *N*-methylglutamate; and the gamma-glutamylmethylamine synthetase (GMAS, *gmas*), a reversible enzyme which produces gamma-glutamylmethylamine (GMA) from glutamate and methylamine using ATP. The gamma-glutamylmethylamine synthetase is predicted to serve as the first enzyme of the pathway, however the exact functional role of the enzyme and its product, gamma-glutamylmethylamine, are not well defined. It has been predicted that the enzyme contributes to methylamine detoxification, by converting the potentially toxic amine into a metabolically neutral form [14]. This vision of the pathway has been supported by a number of studies, including mutagenesis, ^13^C-labeling and *in vivo* NMR investigation [12,14,15,16]. The GMA has also been proposed to be a substrate for NMGS instead of methylamine [17,18,19]. Overall, the exact topology of the pathway is still awaiting a careful enzymatic investigation. Nonetheless, several genomic studies suggest that the *N*-methylglutamate pathway is recruited for methylamine utilization by a number of methylotrophic and non-methylotrophic bacteria [16,17,18,19,20,21,22].

Recently the genomes of seven strains representing three *Methyloversatilis* species have been sequenced at the University of Washington [23] and in collaboration with the Joint Genomic Institute (JGI) [10]. The C_1_-pathways were found to be highly conserved in all strains sequenced. It was predicted that formaldehyde, a product of methanol or methylamine oxidation could be converted to formate by a tungsten-dependent aldehyde dehydrogenase in addition to the tetrahydrofolate (H_4_F) or tetrahydromethanopterin (H_4_MPT)-pathways [5,13,23]. Formate is further oxidized to CO_2_ by two NAD-dependent formate dehydrogenases [13]. Two C_1_-assimilation pathways, the serine cycle and Calvin-Benson-Bassham (CBB) cycle, could be predicted for sequenced *Methyloversatilis spp*, with the exception of *M. thermotolerans* 3t^T^, which possesses only the serine cycle [10,11,23]. Only serine cycle enzymes were induced in *M. universalis* cells during anaerobic growth on methanol [13]. Genome analyses also indicate that *M. universalis* FAM5 also possesses a heme-containing amine dehydrogenases (Qhp). It has been shown that the Qhp oxidizes a number of aliphatic and aromatic amines [24,25,26]. Qhp was highly expressed during growth of the *Paracoccus denitrifican*s IFO 12442 on methylamine. However, the enzyme displays relatively low affinity for methylamine and is specific to *n*-butylamine [25]. It has been speculated that during growth of *P. denitrifican*s on methylamine the enzyme plays a secondary role and might contribute to oxidation/detoxification of the amine [25,26]. The contribution of the enzyme to metabolism of methylamine has not been tested by mutagenesis.

Here we investigate pathways for aerobic utilization of methanol and methylamine in *M. universalis* FAM5. The predicted end-product of methylamine oxidation via the *N*-methylglutamate pathways is methylene-H_4_F [12]. Thus the metabolic arrangement of methylamine utilization was expected to differ from the methanol utilization network, where formaldehyde is the key end product of the methanol oxidation [8].

## 2. Materials and Methods

### 2.1. Bacterial Strains, Plasmids and Culture Conditions

The *M. universalis* sp FAM5 strains used in this study are listed in Table 1. Since the wild type aggregates in liquid culture we selected a strain of the *M. universalis* (named here FAM5^E^) that does not clump. No differences in growth rate between strain FAM5 and FAM5^E^ on plates or in liquid culture were observed (data not shown). The main advantage of the strain FAM5^E^ is that it produces reliable reading of optical density and does not require homogenization. The strain FAM5^E^ was used to generate and test the majority of mutants described in this study (Table 1).

**Table 1:** Growth phenotypes of the *Methyloversatilis universalis* wild type and mutant strains.

Strain	Description	Succinate	Methanol	Methylamine	Succinate + C_1_ *
FAM5	Wild type, forms aggregates in liquid culture, Kan^S^Tet^S^Cm^R^	++++	+++	++++	++++
FAM5^E^	Trait of FAM5 which does not form aggregates in liquid culture, Kan^S^Tet^S^Cm^R^	++++	+++	++++	++++
*ΔmgdD*	FAM5-*ΔmgdD:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	-	NT
*ΔmgsC*	FAM5-*ΔmgsC:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	-	NT
*Δfae1*	FAM5^E^-*Δfae1:kan*, Kan^R^Tet^S^Cm^R^	++++	-	-	NT
*Δfae2*	FAM5^E^-*Δfae2:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae3*	FAM5^E^-*Δfae3:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*ΔmtdA*	FAM5^E^-*ΔmtdA:kan*, Kan^R^Tet^S^Cm^R^	++++	-	-	+++ ^(1)^
*ΔqhpA*	FAM5-*ΔqhpA*, Kan^S^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae1ΔqhpA*	FAM5-*ΔqhpAΔfae1:kan*, Kan^R^Tet^S^Cm^R^	++++	-	++	NT
*Δfae2ΔqhpA*	FAM5-*ΔqhpAΔfae2:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae3ΔqhpA*	FAM5-*ΔqhpAΔfae3:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae1^R^ΔqhpAΔfae3*	FAM5^E^-*ΔqhpA Δfae1Δfae3:kan*, Kan^R^Tet^S^Cm^R^	++++	-	-	NT
*Δfae1^R^*	Revertant of FAM5^E^-*Δfae1*, Kan^S^Tet^S^Cm^R^	++++	-	++	++++ ^(2)^
*Δfae1Δfae3*	FAM5-*Δfae1Δfae3:kan*, Kan^R^Tet^S^Cm^R^	++++	-	-	NT
*Δfae1^R^Δ fae3*	FAM5-*Δfae1Δfae3*, Kan^S^Tet^S^Cm^R^	++++	-	++	++++ ^(2)^
*Δfae1Δ fae2*	FAM5-*Δfae1Δfae2:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae3*	FAM5^E^-*Δfae3*, Kan^S^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae3Δfae2*	FAM5^E^-*Δfae3 Δfae2:kan*, Kan^R^Tet^S^Cm^R^	++++	+++	++++	NT
*Δfae1Δfae2Δfae3*	FAM5^E^-*Δfae1Δfae3Δfae2:kan*, Kan^R^Tet^S^Cm^R^	++++	-	-	NT

NT, not tested; “++++” correspond to doubling time of 6 h; “+++” correspond to doubling time of 9 h; “++” correspond to 12 h doubling time; and “-” indicates no growth. Methanol (5 mM) was added to test if a mutant strain is sensitive to formaldehyde ^(2)^ or unable to produce methyl-H_4_folate for purine synthesis ^(1)^.

Cells were grown in previously described minimal medium [6] with succinate (20 mM), methylamine (30 mM or 5 mM), and methanol (25 mM) as growth substrates. The following antibiotic concentrations were used for *M. universalis*: tetracycline (Tet), 1.0 mg L^−1^; kanamycin (Kan), 100 mg L^−1^; and chloramphenicol (Cmp), 10–15 mg L^−1^.

The following cloning vectors were used: pCR2.1 (Invitrogen, Carlsbad, CA, USA) for cloning of PCR products, pCM184 for generation of single, double and triple mutant strains, and the pCM157 system for construction of unmarked mutations (Table 2) [27]. *Escherichia coli* strains were routinely cultivated at 37 °C in Luria-Bertani medium (BD Difco, Franklin Lakes, NJ, USA). When indicated, antibiotic concentrations were used: Tet, 12.5 mg L^−1^; Kan, 100 mg L^1^; and ampicillin (Amp), 100 mg L^−1^.

**Table 2:** Bacterial strains and plasmids used in this study.

Strain/Plasmid	Markers/Description	Reference/Source
*Escherichia coli* One Shot TOP 10	F-*mcr*A* Δ* (*mrr-hsd*RMS*-mcr*BC) Φ80 *lac*Z*Δ*M15 *Δlac*X74 *rec*A1 *ara*D139 *Δ (ara-leu)*7697 *gal*U *gal*K *rps*L Str^R^ *end*A1 *nup*G	Invitrogen
*Escherichia coli* S17-1	*rec*A *pro hsd*R RP4-2-Tc:Mu-Km:Tn7 Tmp^R^ Spc^R^Str^R^	[28]
pCR2.1	Kan^R^, Amp^R^	Invitrogen
pDrive	Kan^R^, Amp^R^	Qiagen
pCM184	Broad-host-range allelic exchange vector, Kan^R^, Tet^R^	[27]
pCM157	Cre/LoxP, Tet^R^	[27]
pMgdD	pCM184 with *mgdD* upstream and downstream flanks	This study
pMgsC	pCM184 with *mgsC* upstream and downstream flanks	This study
pFAE1	pCM184 with *fae1* upstream and downstream flanks	This study
pFAE2	pCM184 with *fae2* upstream and downstream flanks	This study
pFAE3	pCM184 with *fae3* upstream and downstream flanks	This study
pQHNDH1	pCM184 with *qhpA* upstream and downstream flanks	This study
pQHNDH2	pCM184 with *qhpX* upstream and downstream flanks	This study
pMtdA	pCM184 with *mtdA* upstream and downstream flanks	This study

### 2.2. DNA Manipulations

DNA was isolated using the QIAamp DNA Mini kit (Qiagen, Venlo, Netherlands). Plasmid DNA was purified using the Qiagen Miniprep Kit (Qiagen). *E. coli* transformation, restriction enzyme digestion and ligation reactions were carried out as described by Sambrook *et al.* [29]. Polymerase chain reaction (PCR) amplifications were performed using hot-start *Taq* polymerase (Qiagen) in accordance with the manufacturer’s instructions. Primers used for PCR amplification of upstream or downstream regions (approximately 450–600 bp) of each targeted gene are listed in Table S1. Amplified fragments were cloned into pCR2.1, sequenced and then sub-cloned into pCM184 using appropriate restriction sites. After verification of the nucleotide sequence, the plasmids were transformed into *E. coli* S17-1, and the resulting donor strains were mated with wild-type *M. universalis* FAM5 via biparental mating as previously described [8]. The identity of the double-crossover mutants was verified by diagnostic PCR with primers specific to the insertion sites. Mutant phenotypes were assessed on solid media and in liquid culture with succinate, pyruvate, methanol or methylamine as carbon sources.

### 2.3. RNA-seq Experiments

Trascriptomic experiments were carried out with *M. universalis* strain FAM5. Cells pre-grown on methanol (10 mM) were used for inoculation of methanol (25 mM) or methylamine (35 mM) cultures at 5:100 ratios (inoculum:fresh media). Cultures were grown to mid-exponential phase (OD_600_ 0.4 ± 0.05). The cellular activities were terminated by addition of “stop solution” as described [30]. The cells were collected by centrifugation at 4300× *g* at 4 °C for 10 min. mRNA samples were isolated and enriched as previously described [30] and submitted to the University of Washington’s High-Throughput Sequencing Solutions Center on dry ice for single-read Illumina^®^ sequencing (Department of Genome Sciences, University of Washington; http://www.htseq.org/). The RNA-Seq sequence data sets ranged from 12.19 to 25.46 million reads (36 bp) per sample. The *M. universalis* FAM5 genome to be used as the alignment scaffold was downloaded from MaGE (https://www.genoscope.cns.fr/agc/microscope/mage/) on 31 March 2014. The raw reads were aligned to the scaffold using BWA version 0.7.4-r385 with default parameters [31]. The alignments were post-processed and sorted into BAM files with SAMTools version 0.1.19-44428cd [32]. Reads were attributed to open reading frames (ORFs) using the htseq-count tool from the “HTSeq” framework version 0.5.4p5 in the “intersection-nonempty” mode [33]. The ratios of reads mapped per ORF in the two conditions were calculated along with *p*-values using DESeq2 [33]. The *p*-values in Table 2 were corrected for multiple testing using the *q*-value method of Storey [34]. Proportions of reads mapped to rRNA were 78%–90% for RNA-libraries prepared from cells grown on methanol, and 91%–92% for RNA-libraries prepared from cells grown on methylamine. For display and presentation purposes, the Reads per Kilobase per Million reads sequenced (RPKM) were calculated [35].

### 2.4. Enzyme Assays

All cell extracts (50 mL) for activity were prepared from methylamine-grown cultures. Cells were harvested by centrifugation at 4500× *g* using a Sorvall RC-5B centrifuge at 4 °C for 10 min. The supernatant was removed and the cell pellet was stored at −80 C. Cell pellets were thawed and resuspended in 1 mL of 100 mM potassium phosphate buffer, pH 7.6 or 7.2 and broken using a French press (three times, 1000 psi). The extracts were centrifuged at 28,000× *g* for 5 min to remove cell debris. Qhp activity was detected by measuring amine dehydrogenase activity using a spectrophotometric assay measuring the reduction rate of potassium ferricyanide (500 μM, at 420 nm) in the presence of cell free extract (100 μg), and methylamine (25 mM) as substrate at room temperature. The extinction coefficient of potassium ferricyanide is 1.02 mM^−1^ cm^−1^ at pH = 7.6. The total volume of the reaction was 200 μL. Activity was measured using a Spectramax 190 plate reader (Molecular Devices, Sunnyvale, CA, USA); a minimum of two biological replicates was assayed.

### 2.5. Accession Numbers

The RNA-seq data were uploaded into NCBI/GEO under accession number GSE63822.

## 3. Results

### 3.1. Gene Expression Profiles: Methanol *vs.* Methylamine

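M. universalis FAM5 is a facultative methylotroph, a bacterium able to use reduced one-carbon compounds as its source of carbon and energy. Cells pre-grown on methanol (10 mM) were moved to methanol (25 mM) or methylamine (35 mM), and the cultures were collected at an OD600 of 0.4 ± 0.05. RNA of 2 cultures per substrate was sequenced as single reads of 36 bp, which gave 4 libraries. The authors aligned the reads with BWA, attributed them to open reading frames with htseq-count and compared the substrates with DESeq2. They deposited a whole number per gene for each library. The unit is not named there, and it was inferred from the values as RPKM rounded to whole numbers. Summed over the 4071 genes without rRNA, the values came to 1459003 and 1602126 in methanol replicates 1 and 2, and to 1377401 and 1556556 in methylamine replicates 1 and 2. These sums do not give the depth. The paper states the number of reads per sample in its methods, but the rounded values keep no trace of single reads, so the depth behind a value is unknown and no counting interval is given. The share of the summed values on the 6 rRNA genes was 66.2% and 88.7% in the methanol libraries and 82.2% and 85.9% in the methylamine libraries. The values of Table 3 divided by the deposited methanol means ranged from 0.131 to 9.13 between genes, so levels cannot be carried over from one to the other and only ratios are compared. The rRNA genes were left out, the libraries were scaled by a trimmed mean of log ratios, and genes with a mean value under 10 were dropped. Each of the remaining 3888 genes was tested with limma on log2(value + 1), and fold changes are methylamine over methanol on that scale. The scaling shifted the median of all genes by 0.26 on the log2 scale relative to the values as deposited. Spearman's rho across 4025 genes, which are not independent replicates, was 0.895 between the methanol libraries and 0.935 between the methylamine libraries. It was 0.932 between the libraries numbered 1 and 0.934 between the libraries numbered 2, so the methanol libraries differed from each other more than from a methylamine library of the same number.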

Whole transcriptome shotgun sequencing data were generated for *M. universalis* cells grown on methanol or methylamine using a high-throughput sequencing (Illumina) platform. Based on relative expression, genes (omitting rRNAs*)* could be grouped into six major categories: genes with very high (Reads per Kilobase Million (RPKM) ≥ 10000), high (RPKM ≥ 5000), moderate (5000 > RPKM ≥ 1000), modest (1000 > RPKM ≥ 250), and low (250 > RPKM ≥ 50) expression, and not expressed (RPKM < 50). Annotation of the *M. universalis FAM5* genome predicts 4027 coding sequences [23]. Based on the expression data, 950 (24%) genes were not expressed under any condition tested*.* Among the silent functional modules were genes encoding denitrification reactions (nitrate and nitrite reductases, nitrate transporters), phototrophy (light-harvesting complexes) and pathways for utilization of urea, acetoin, methanesulfonate, and phenolic compounds. 

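At the limits of the paper, 1037 of the 4025 genes left without rRNA and tRNA (25.8%) had a mean deposited value under 50 in both conditions. The limit is sensitive to the spread between replicates. Of the 1037 genes, 155 had a value of 50 or more in one library, and 25 were listed at 0 in all 4 libraries. The number under 50 in a single library ranged from 1091 in methanol replicate 1 to 1376 in methylamine replicate 2. Counting only genes under 50 in every library moved the count most, to 882, and the mean over all 4 libraries gave 1175. With each library left out in turn the count stayed between 1007 and 1064. The silent functional modules are not analysed here, since Table 3 lists no identifiers for them.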

The majority of genes fell into low expression categories (45%). About 25% of genes displayed modest expression, 5% of genes showed moderate expression and only a small fraction (1%) of the genome showed very high/high expression.

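With each gene placed by the higher of its condition means, 2038 genes (50.6%) fell into the low category. A further 707 genes (17.6%) showed modest and 201 genes (4.99%) moderate expression. High expression was found for 26 genes and very high expression for 16, together 1.04% of the 4025 genes. With the mean over all 4 libraries in place of the condition means, the modest category held 15.4% and the high and very high categories together 0.696%, and with the highest single library they held 21.2% and 1.27%.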

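Table 3 lists 43 genes under methylamine, methanol, formaldehyde and formate oxidation. Placed by the higher of the condition means, 24 of them were moderate or higher, with 7 in the very high, 5 in the high and 12 in the moderate category. Another 15 genes were modest, 4 were low and 0 were not expressed. The share differed between the headings. All 11 genes of methylamine oxidation and 7 of the 8 genes of methanol oxidation were moderate or higher, against 3 of 15 genes of formaldehyde oxidation and 3 of 9 genes of formate oxidation. The RPKM printed in Table 3 are on another scale, and by them 4 of the 15 and 6 of the 9 genes were moderate or higher. Under the serine cycle heading, 10 of 16 genes were moderate or higher, and 14 of 16 were by the RPKM of Table 3.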

Most of the previously recognized metabolic modules essential for oxidation of C_1_-compounds fell into very high to moderate categories. Expression of central metabolic pathways, such as the citric acid cycle, amino acid biosynthesis, gluconeogenesis and energy generating pathway (respiratory chain and ATP-synthase) genes remained mostly unchanged (Table 3). 

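Of the 3888 genes tested, 0 passed an adjusted p of 0.05 in either direction with limma and Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.359. At an unadjusted p under 0.05 there were 93 genes higher on methylamine and 67 higher on methanol, against 59 and 168 with the values as deposited. Storey's q-value also gave 0 calls. The model does not pair libraries by replicate number, which neither the paper nor the labels name as a batch. With the number as a block, 4 genes were called higher on methylamine and 0 higher on methanol. The block gave 60 and 56 with the values as deposited, and 0 calls with median-of-ratios scaling. Among the settings that leave out a library, leaving out methanol replicate 2 moved the count most, to 34 genes higher on methylamine and 0 higher on methanol. Among the 145 genes of Table 3 that were tested, 0 passed when adjusted over the list alone, with a smallest adjusted p of 0.284 from limma with Benjamini-Hochberg adjustment, and 17 had an unadjusted p under 0.05. The paper does not say how the genes of that list were chosen, so the adjustment over it is not taken as independent evidence. The 72 genes of sugar phosphate interconversions, the TCA cycle, amino acid synthesis and oxidative phosphorylation without cytochrome bc1 had a median log2 fold change of 0.15. The ratio of methylamine to methanol was within 1.5-fold for 68 of them, above it for 3 and below it for 1, and ranged from 0.629 to 1.86. The direction of this median turned to -0.11 with the values as deposited and to -0.013 without methylamine replicate 2. Sets of Table 3 genes were also tested with camera, a set test of limma run here with a preset correlation of 0.01 between genes and adjusted over 8 sets, and it gave the 72 genes an adjusted p of 0.132. The sets follow Table 3 and the paper's calls on these same libraries, so the set tests are not independent evidence for a change or against one. Of the 8 sets, 4 passed 0.05 with camera: the N-methylglutamate pathway, the Qhp amine dehydrogenase, the Mdh2 and XoxF3 clusters, and cytochrome bc1. None of these 4 calls held with an estimated correlation, where the adjusted p was 0.372 for each, or with the set test fry, where it was 0.468.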

Genes encoding the H_4_MPT synthesis and the H_4_MPT-linked C_1_-transfer enzymes and the serine cycle enzymes also remained unchanged, suggesting that these pathways contribute in a similar fashion to methanol and methylamine utilization (Table 3).

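The 11 genes of H4MPT synthesis and H4MPT-linked transfer had a median log2 fold change of 0.038 (limma's camera, adjusted p = 0.792). For 9 of them the ratio of methylamine to methanol was within 1.5-fold. The exceptions were Orf9 (METUNv2_420006), with a log2 fold change of -1.15 (limma, standard error 0.32, adjusted p = 0.789 after Benjamini-Hochberg adjustment), and Orf7 (METUNv2_410092), with 0.56 (standard error 0.43), which was 0.039 without methylamine replicate 2 and 1.08 without methylamine replicate 1. Orf9 had 241 and 253 in the methanol libraries against 117 and 72 in the methylamine libraries. It lies among the tags METUNv2_420001 to METUNv2_420076, where the tags outside Table 3 had a median log2 fold change of -0.98. The 15 serine cycle and glyoxylate shunt genes other than ftfL had a median of 0.22 (limma's camera, adjusted p = 0.199), with 11 within 1.5-fold and 4 higher on methylamine. Both medians turned negative under another setting. With the values as deposited the H4MPT median was -0.23 and the serine cycle median -0.044, and without methylamine replicate 2 they were -0.26 and -0.081.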

Cells growth on methanol showed a slightly higher (about 1.4 fold) abundance of transcripts for methanol dehydrogenase (*mdh2*) and the associated cytochrome gene (*cyt*) (Table 3; Figure 1). 

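Mdh2 (METUNv2_420048) had deposited values of 34310 and 7654 in methanol replicates 1 and 2, against 12047 and 7097 in the methylamine libraries. The ratio of the scaled means was 1.81-fold in favour of methanol, with a log2 fold change of -0.54 (limma, standard error 0.95, unadjusted p = 0.587). For Mdh2G (METUNv2_420050), of the same cluster, the values were 3178 and 590 on methanol against 711 and 536 on methylamine, with a log2 fold change of -0.88 (standard error 0.78). Both differences were smaller than the spread between the methanol libraries and rested on methanol replicate 1. Without it, the log2 fold change was 0.49 for Mdh2, 0.29 for Mdh2G and 0.54 for Mdh2J (METUNv2_420049), all in favour of methylamine. These genes lie among the tags METUNv2_420001 to METUNv2_420076, where the tags outside Table 3 had a median log2 fold change of -0.98.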

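XoxJ3 (METUNv2_420041) had 3050 and 2252 in the methanol libraries and 908 and 894 in the methylamine libraries, a log2 fold change of -1.27 (limma, standard error 0.39, adjusted p = 0.926 after Benjamini-Hochberg adjustment). Its methanol values both lay above its methylamine values, as did those of XoxF3 (METUNv2_420045), with a log2 fold change of -0.71 (standard error 0.32), and of XoxG3 (METUNv2_420042), with -1.27 (standard error 0.53). Without methanol replicate 1 the log2 fold changes of XoxF3, XoxJ3 and XoxG3 were -0.46, -1.10 and -0.96. These genes thus stayed lower on methylamine in that setting, where the Mdh2 genes did not. The tungsten-containing aldehyde oxidoreductase Ald (METUNv2_420039) fell from 178 and 87 to 48 and 37, a log2 fold change of -1.28 (standard error 0.39). For FtfL (METUNv2_290319), with 1853 and 857 on methanol against 478 and 618 on methylamine, it was -0.95 (standard error 0.48), and -0.43 without methanol replicate 1. The 6 genes of the Mdh2 and XoxF3 clusters had a median of -0.79 (limma's camera, adjusted p = 0.000677), which was -0.085 without methanol replicate 1, and without methylamine replicate 2 the adjusted p was 0.0566. The 3 cytochrome bc1 genes had a median of -0.76 (limma's camera, adjusted p = 0.0109), which was -0.18 without methanol replicate 1, and without methylamine replicate 2 the adjusted p was 0.0722. All of these genes except FtfL lie among the tags METUNv2_420001 to METUNv2_420076, where 61 of the 64 tags outside Table 3 were lower on methylamine. The aldo/keto reductase and the hypothetical proteins are not analysed here, since Table 3 gives no identifiers for them.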

The relative abundance of formate-tetrahydrofolate ligase/formyltetrahydrofolate synthetase (*ftfL*) transcripts, a tungsten-containing aldehyde ferredoxin oxidoreductase, a distant homolog of the PQQ-dependent methanol dehydrogenase (*xoxF3G3J3*), cytochrome bc_1_ reductase complex, a putative NADP(H)-dependent aldo/keto reductase and a number of hypothetical proteins were higher (1.6–3 folds) in methanol grown cells (Table 3; Figure 1). Genes encoding the *N*-methylglutamate pathway enzymes, co-clustered conserved proteins and a putative transcriptional regulator, were up-regulated (6−10-fold) during growth on methylamine (Table 3, Figure 1). 

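The 8 genes of the N-methylglutamate pathway in Table 3, from Gmas (METUNv2_580110) to MgdD (METUNv2_580117), had higher values in both methylamine libraries than in either methanol library. Chance alone gives this order to 16.7% of genes. Gmas had 57 and 1328 in methanol replicates 1 and 2 against 6320 and 9586 in the methylamine libraries, a log2 fold change of 5.07 (standard error 1.45, adjusted p = 0.865 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.0142). MgsC (METUNv2_580113) rose from 35 and 1149 to 7671 and 7595, and MgdC (METUNv2_580116) from 70 and 4250 to 13768 and 31720. As ratios of the scaled means, the 8 genes were 11.8 to 15.0-fold higher on methylamine. The median log2 fold change was 5.37 (limma's camera, adjusted p = 1.45e-10), a larger change than these ratios because the mean of the logarithms gives more weight to the low values of methanol replicate 1. The methanol replicates set the size of the change. The median was 2.60 without methanol replicate 1 and 8.05 without methanol replicate 2, and with limma and Benjamini-Hochberg adjustment all 8 genes passed an adjusted p of 0.05 without the latter and 0 without the former. Across 30 genes of at least 200 in methylamine replicate 2 and under 5% of that in methanol replicate 1, 24 of them in the stretch of tags that holds this pathway, methanol replicate 2 held a median of 14.2% of the methylamine replicate 2 value. The names follow Table 3.

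**Figure D1:**
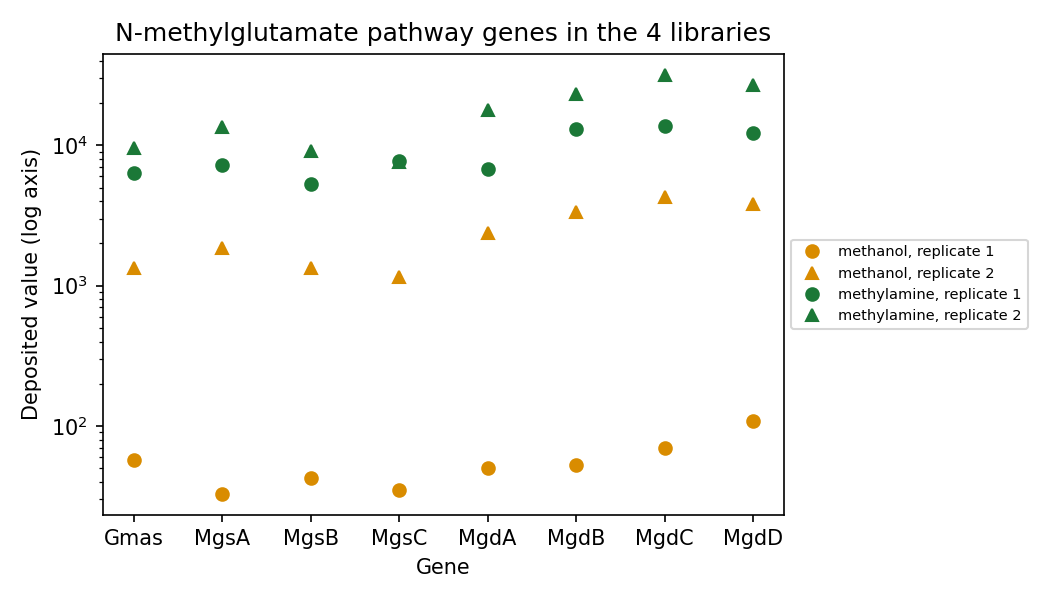
Deposited values of the 8 N-methylglutamate pathway genes in each of the 4 libraries, on a logarithmic axis, with each point 1 library. Methanol replicate 1 lies between 33 and 108, methanol replicate 2 between 1149 and 4250, and the methylamine libraries lie at 5334 or higher.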

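Table 3 lists 3 genes of the Qhp amine dehydrogenase. QhpC (METUNv2_580130) rose from 47 and 373 in methanol replicates 1 and 2 to 2258 and 2308 in the methylamine libraries, a log2 fold change of 4.36 (standard error 0.97, adjusted p = 0.626 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.00482). QhpA (METUNv2_580128) rose from 12 and 287 to 1593 and 2019, with a log2 fold change of 5.14 (standard error 1.40), and QhpB (METUNv2_580127) from 15 and 493 to 2529 and 3349, with 5.30 (standard error 1.55). All 3 had both methylamine libraries above both methanol libraries, and the ratios of the scaled means ranged from 12.8 to 14.2. For the 3 genes the adjusted p of limma's camera was 8.15e-06. Their median log2 fold change of 5.14 became 2.83 without methanol replicate 1 and 7.42 without methanol replicate 2, and without the latter QhpA passed with an adjusted p of 0.00178 from limma with Benjamini-Hochberg adjustment, where without methanol replicate 1 it had 0.0561. These tags belong to the stretch in which methanol replicate 2 held a median of 14.2% of the methylamine replicate 2 value. The ferredoxin and the other genes of the cluster are not analysed here by name.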

Among other genes altered by the shift to methylamine were: a seven gene cluster (*qhpRADCBFE*) encoding a heme-containing amine dehydrogenase (Qhp, *qhpADC*), and associated proteins involved in the posttranslational modification and regulation; a ferredoxin; and a distant homolog of the formaldehyde activating enzyme (*fae3*). The fae3 gene was almost 10 fold higher in cells shifted to methylamine.

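Fae3 (METUNv2_520523) was 14.7-fold higher on methylamine as a ratio of the scaled means, with a log2 fold change of 4.67 (standard error 1.07, unadjusted p = 0.00553, adjusted p = 0.641 from limma with Benjamini-Hochberg adjustment). With methanol replicate 2 left out, the log2 fold change was 6.32 and the adjusted p 0.00309 from the same limma test with Benjamini-Hochberg adjustment. With methanol replicate 1 left out they were 3.01 and 0.103 from limma with Benjamini-Hochberg adjustment. The value in methanol replicate 2 was 14.1% of that in methylamine replicate 2.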

**Table 3:** Gene expression profile in methane or methylamine grown cells of *M. universalis* FAM5.

Gene ID (Old)	Gene ID (New)	Gene Product	Methanol (RPKM) *	Methylamine (RPKM) *	Fold Change	*q*-Value
*Methylamine oxidation*						
METUNv1_760110	METUNv2_580110	Gmas, Gamma glutamylmethylamide synthetase	2961.80	19,440.25	6.56	0.65
METUNv1_760111	METUNv2_580111	MgsA, *N*-methyl glutamate synthase subunit A	2727.43	22,221.30	8.15	0.73
METUNv1_760112	METUNv2_580112	MgsB, *N*-methyl glutamate synthase subunit B	2680.76	19,852.55	7.41	0.69
METUNv1_760113	METUNv2_580113	MgsC, *N*-methyl glutamate synthase subunit C	4221.56	53,956.55	12.78	0.67
METUNv1_760114	METUNv2_580114	MgdA, *N*-methyl glutamate dehydrogenase/oxidoreductase subunit A	1414.90	13,014.45	9.20	0.74
METUNv1_760115	METUNv2_580115	MgdB, *N*-methyl glutamate dehydrogenase/oxidoreductase subunit B	388.00	3906.31	10.07	0.74
METUNv1_760116	METUNv2_580116	MgdC, *N*-methyl glutamate dehydrogenase/oxidoreductase subunit C	3389.10	26,611.05	7.85	0.75
METUNv1_760117	METUNv2_580117	MgdD, *N*-methyl glutamate dehydrogenase/oxidoreductase subunit D	701.94	7962.74	11.34	0.71
METUNv1_760127	METUNv2_580127	QhpB, Quinohemoprotein amine dehydrogenase, beta subunit	420.06	4164.18	9.91	0.68
METUNv1_760128	METUNv2_580128	QhpA, Quinohemoprotein amine dehydrogenase, alpha subunit	733.76	7390.84	10.07	0.65
METUNv1_760130	METUNv2_580130	QhpC, Quinohemoprotein amine dehydrogenase, SAM-radical dependent activating subunit	380.86	4283.06	11.25	0.00
*Methanol oxidation*						
METUNv1_770214	METUNv2_590217	XoxF1, PQQ-linked dehydrogenase	2023.28	3380.16	1.67	0.50
METUNv1_770216	METUNv2_590218	XoxF2, PQQ-linked dehydrogenase	10,962.17	16,741.70	1.53	0.05
METUNv1_590046	METUNv2_420045	XoxF3, PQQ-dependent dehydrogenase	1213.63	659.01	−1.84	0.62
METUNv1_590042	METUNv2_420041	XoxJ3, Extracellular solute-binding protein family 3	4399.57	1403.51	−3.13	0.05
METUNv1_590043	METUNv2_420042	XoxG3, Cytochrome c class I	3156.11	1089.89	−2.90	0.30
METUNv1_590049	METUNv2_420048	Mdh2, PQQ-dependent methanol/ethanol dehydrogenase	48,100.35	34,793.20	−1.38	0.77
METUNv1_590050	METUNv2_420049	Mdh2J, Extracellular solute-binding protein family	2486.88	903.00	−2.75	0.69
METUNv1_590051	METUNv2_420050	Mdh2G, cytochrome c-type protein	1732.91	595.39	−2.91	0.58
*Formaldehyde oxidation*						
METUNv1_580096	METUNv2_410093	Fae 1, Formaldehyde-activating enzyme	18,235.00	11,635.85	−1.57	0.82
METUNv1_660037	METUNv2_480039	Fae 2, Formaldehyde-activating enzyme	561.52	642.50	1.14	0.89
METUNv1_700516	METUNv2_520523	Fae 3, Formaldehyde activating enzyme	584.51	6861.86	11.74	0.00
METUNv1_590006	METUNv2_420006	Orf 9, Involved in biosynthesis of tetrahydromethanopterin. Essential for formaldehyde oxidation.	430.06	187.51	−2.29	0.21
METUNv1_580095	METUNv2_410092	Orf 7, Involved in tetrahydromethanopterin-linked formaldehyde oxidation.	371.25	549.26	1.48	0.75
METUNv1_580094	METUNv2_410091	Orf 5, Involved in biosynthesis of tetrahydromethanopterin	489.69	493.89	1.01	0.93
METUNv1_580093	METUNv2_410090	Mch, Methenyltetrahydromethanopterin cyclohydrolase	620.26	736.89	1.19	0.87
METUNv1_580092	METUNv2_410089	OrfY, Involved in tetrahydromethanopterin C1 transfer.	896.40	819.12	−1.09	0.94
METUNv1_580091	METUNv2_410088	MtdB, NAD-dependent methylenetetrahydromethanopterin dehydrogenase	1295.29	1379.77	1.07	0.88
METUNv1_580088	METUNv2_410086	FhcB, Formyltransferase/hydrolase complex subunit B	587.63	515.00	−1.14	0.92
METUNv1_580087	METUNv2_410085	FhcA, Formyltransferase/hydrolase complex subunit A	766.77	744.38	−1.03	0.93
METUNv1_580086	METUNv2_410084	FhcD, Formyltransferase/hydrolase complex subunit D	598.76	547.64	−1.09	0.94
METUNv1_580085	METUNv2_410083	FhcC, Formyltransferase/hydrolase complex subunit C	634.50	467.32	−1.36	0.88
METUNv1_590040	METUNv2_420039	Ald, Tungsten-containing aldehyde ferredoxin oxidoreductase	408.13	155.57	−2.62	0.17
METUNv1_490013	METUNv2_320014	AldB, Aldehyde dehydrogenase B	2762.93	2224.63	−1.24	0.94
*Formate oxidation*						
METUNv1_770385	METUNv2_590384	Fdh, Putative formate dehydrogenase subunit A	634.02	668.94	1.06	0.92
METUNv1_700257	METUNv2_520260	FdhD, NAD-linked formate dehydrogenase delta subunit	38.00	76.63	2.02	0.55
METUNv1_700258	METUNv2_520261	FdhC, Formate dehydrogenase, accessory protein	751.50	1024.07	1.36	0.74
METUNv1_700259	METUNv2_520262	FdhA, NAD-dependent formate dehydrogenase alpha subunit	3720.44	5479.72	1.47	0.39
METUNv1_700260	METUNv2_520263	FdhB, NAD-dependent formate dehydrogenase beta subunit	2758.00	4434.84	1.61	0.46
METUNv1_700261	METUNv2_520264	FdhG, NAD-dependent formate dehydrogenase gamma subunit	1127.75	1882.41	1.67	0.67
METUNv1_700262	METUNv2_520265	FdhR, Formate dehydrogenase regulator	210.25	231.00	1.10	0.90
METUNv1_570005	METUNv2_400021	FdsA, NAD-dependent, tungsten-containing formate dehydrogenase alpha subunit	1438.46	1527.51	1.06	0.91
METUNv1_570006	METUNv2_400022	FdsB, NAD-dependent, tungsten-containing formate dehydrogenase beta subunit	951.26	1018.18	1.07	0.90
*H_4_F-pathway/Serine cycle/Glyoxylate shunt*						
METUNv1_460318	METUNv2_290319	FtfL, formate-tetrahydrofolate ligase/synthetase	4729.66	1674.32	−2.82	0.54
METUNv1_460309	METUNv2_290310	Fch, Methenyltetrahydrofolate cyclohydrolase	2091.39	1541.64	−1.36	0.90
METUNv1_460310	METUNv2_290311	MdtA, NADP-dependent methylenetetrahydrofolate dehydrogenase	4363.44	2973.78	−1.47	0.93
METUNv1_460311	METUNv2_290312	Hpr, Hydroxypyruvate reductase, NAD(P)H-dependent.	3620.17	3220.89	−1.12	0.89
METUNv1_460312	METUNv2_290313	Sga, Serine-glyoxylate aminotransferase	10,590.93	8570.41	−1.24	0.79
METUNv1_460313	METUNv2_290314	GlyA, Serine hydroxymethyltransferase	6313.10	5292.54	−1.19	0.87
METUNv1_460314	METUNv2_290315	MtkA, Malate thiokinase large subunit	4955.01	6292.07	1.27	0.73
METUNv1_460315	METUNv2_290316	MtkB, Malate thiokinase small subunit	5081.45	5363.84	1.06	0.73
METUNv1_460316	METUNv2_290317	Ppc1, phosphoenolpyruvate carboxylase	2661.63	2768.19	1.04	0.86
METUNv1_460317	METUNv2_290318	Mcl, malyl-CoA lyase	3260.85	4275.94	1.31	0.58
METUNv1_770329	METUNv2_590331	Gk, Glycerate kinase	1197.01	1116.38	−1.07	0.93
METUNv1_770169	METUNv2_590170	Ppc2, Phosphoenolpyruvate carboxylase	1034.15	1074.00	1.04	0.91
METUNv1_460302	METUNv2_290303	Eno, Enolase	2095.13	1936.51	−1.08	0.92
METUNv1_710053	METUNv2_530053	Pgm, Phosphoglyceromutase	470.57	517.14	1.10	0.90
METUNv1_620020	METUNv2_450021	Ms, Malate synthase A	353.94	269.76	−1.31	0.89
METUNv1_620018	METUNv2_450018	Icl, Isocitrate lyase	12,174.92	8389.98	−1.45	0.85
*CO_2_ Fixation (CBB cycle)*						
METUNv1_750044	METUNv2_570044	CbbR, RuBisCO operon transcriptional regulator	195.62	189.12	−1.03	0.93
METUNv1_750045	METUNv2_570045	CbbL, Ribulose-1,5-bisphosphate carboxylase large subunit	127.63	130.88	1.03	0.94
METUNv1_750046	METUNv2_570046	CbbS, Ribulose bisphosphate carboxylase small subunit	41.62	47.50	1.14	0.92
METUNv1_750047	METUNv2_570047	CbxX, chromosomal AAA type ATPase	8.75	11.94	1.36	0.89
METUNv1_750048	METUNv2_570048	CbbY, haloacid dehalogenase	7.25	14.56	2.01	0.73
METUNv1_750049	METUNv2_570049	CbbE, Ribulose-phosphate 3-epimerase	13.88	16.13	1.16	0.91
METUNv1_750050	METUNv2_570050	Pgp, phosphoglycolate phosphatase	12.50	13.00	1.04	0.94
METUNv1_750051	METUNv2_570051	CbbF, Fructose-1,6-bisphosphatase	26.75	30.51	1.14	0.92
METUNv1_750052	METUNv2_570052	CbbP, Phosphoribulokinase	26.69	32.00	1.20	0.92
METUNv1_750053	METUNv2_570053	CbbT, Transketolase	24.88	42.56	1.71	0.73
METUNv1_750054	METUNv2_570054	CbbG, Glyceraldehyde-3-phosphate dehydrogenase	17.50	19.56	1.12	0.93
METUNv1_750055	METUNv2_570055	CbbA, Fructose-bisphosphate aldolase	72.75	65.50	−1.11	0.93
METUNv1_700111	METUNv2_520114	CbbR, RuBisCO operon transcriptional regulator	360.50	255.84	−1.41	0.90
METUNv1_760018	METUNv2_580018	CbbQ, Post-translational RubisCO activator	16.25	19.38	1.19	0.91
Sugar Phosphate Interconversions						
METUNv1_470279	METUNv2_300282	Fbp, Fructose-1,6-bisphosphatase	403.90	440.81	1.09	0.91
METUNv1_700104	METUNv2_520106	Fba, Fructose-bisphosphate aldolase	920.68	1094.83	1.19	0.85
METUNv1_700105	METUNv2_520107	Pyk, Pyruvate kinase II	807.00	786.28	−1.03	0.92
METUNv1_700106	METUNv2_520108	Pgk, Phosphoglycerate kinase	693.63	684.62	−1.01	0.92
METUNv1_700107	METUNv2_520109	Gapdh, Glyceraldehyde 3-phosphate dehydrogenase	1478.94	1536.51	1.04	0.90
METUNv1_700108	METUNv2_520110	Tk, Transketolase	982.15	730.45	−1.34	0.89
METUNv1_700109	METUNv2_520111	Prk, Phosphoribulokinase	380.94	483.87	1.27	0.82
METUNv1_700110	METUNv2_520112	Fbp3, Fructose-1,6-bisphosphatase	902.64	846.62	−1.07	0.94
METUNv1_470090	METUNv2_300091	Pps, Phosphoenolpyruvate synthase	1610.66	1360.78	−1.18	0.94
METUNv1_460093	METUNv2_290089	Pck, Phosphoenolpyruvate carboxykinase (GTP)	242.99	191.39	−1.27	0.89
METUNv1_580038	METUNv2_410037	Pfk, Pyrophosphate-dependent phosphofructokinase	866.70	1075.27	1.24	0.85
METUNv1_580036	METUNv2_410036	Pyrophosphate-energized inorganic pyrophosphatase	747.52	887.26	1.19	0.88
METUNv1_580049	METUNv2_410048	Pyrophosphate phosphohydrolase	555.12	602.37	1.09	0.89
*TCA cycle*						
METUNv1_700127	METUNv2_520130	E1 component of pyruvate dehydrogenase	959.88	1210.51	1.26	0.80
METUNv1_700126	METUNv2_520129	E2 component of pyruvate dehydrogenase	217.00	302.25	1.39	0.77
METUNv1_700125	METUNv2_520128	E3 component of pyruvate dehydrogenase	482.26	555.08	1.15	0.88
METUNv1_700186	METUNv2_520190	Succinyl-CoA synthetase beta subunit	705.14	556.31	−1.27	0.91
METUNv1_700187	METUNv2_520191	Succinyl-CoA synthetase alpha subunit	622.44	414.43	−1.50	0.86
METUNv1_470127	METUNv2_300128	Fumarate hydratase class I	659.82	590.00	−1.12	0.93
METUNv1_460167	METUNv2_290164	Fumarate hydratase class II (fumarase C)	185.50	141.26	−1.31	0.91
METUNv1_460003	METUNv2_290002	ME1, Malic Enzyme	952.12	789.15	−1.21	0.93
METUNv1_520009	METUNv2_350011	Mdh, Malate dehydrogenase	2673.56	1934.79	−1.38	0.91
METUNv1_520011	METUNv2_350013	Succinate dehydrogenase cytochrome b556 subunit	324.52	191.00	−1.70	0.70
METUNv1_520012	METUNv2_350014	Succinate dehydrogenase anchor subunit	572.13	412.89	−1.39	0.88
METUNv1_520013	METUNv2_350015	Succinate dehydrogenase flavoprotein subunit	4086.04	2492.77	−1.64	0.84
METUNv1_520014	METUNv2_350016	Succinate dehydrogenase Fe–S protein	843.00	709.16	−1.19	0.93
METUNv1_520016	METUNv2_350018	Citrate synthase	2249.29	2218.66	−1.01	0.91
METUNv1_520017	METUNv2_350019	E1 component of alpha-ketoglutarate dehydrogenase	1429.24	1533.03	1.07	0.89
METUNv1_520018	METUNv2_350020	E2 component of alpha-ketoglutarate dehydrogenase	697.75	762.99	1.09	0.90
METUNv1_520019	METUNv2_350021	E3 component of alpha-ketoglutarate dehydrogenase	1364.02	1401.04	1.03	0.89
METUNv1_620012	METUNv2_450011	Isocitrate dehydrogenase kinase/phosphatase	241.63	308.13	1.28	0.84
METUNv1_620013	METUNv2_450012	Isocitrate dehydrogenase (NADP+)	2578.02	2899.29	1.12	0.80
*Amino Acid Synthesis*						
METUNv1_660052	METUNv2_480054	Glutamate synthase (NADPH) large chain (NADPH-GOGAT)	3985.94	2866.80	−1.39	0.87
METUNv1_660053	METUNv2_480055	Glutamate synthase (NADPH) small chain (NADPH-GOGAT)	1357.89	903.01	−1.50	0.91
METUNv1_450044	METUNv2_280044	Glutamine synthetase (Glutamate-ammonia ligase)	2361.78	2288.13	−1.03	0.56
METUNv1_470103	METUNv2_300104	Glutamate dehydrogenase, NADP-specific (NADP-GDH)	1040.15	1519.76	1.46	0.93
METUNv1_470104	METUNv2_300105	Aspartate aminotransferase (Transaminase A) (AspAT)	1020.04	941.84	−1.08	0.92
METUNv1_470184	METUNv2_300183	Putative aspartate transaminase	617.88	620.11	1.00	0.93
METUNv1_750043	METUNv2_570043	Serine-pyruvate aminotransferase	679.01	606.13	−1.12	0.91
*Oxidative Phosphorylation*						
METUNv1_750182	METUNv2_570182	ATP synthase F0, A chain	886.37	965.57	1.09	0.83
METUNv1_750183	METUNv2_570183	ATP synthase F0, C chain	1218.52	1365.89	1.12	0.93
METUNv1_750184	METUNv2_570184	ATP synthase F0, B chain	2528.92	2775.88	1.10	0.89
METUNv1_750185	METUNv2_570185	ATP synthase delta chain	2885.17	2564.77	−1.12	0.86
METUNv1_750186	METUNv2_570186	ATP synthase subunit alpha subunit	8915.44	6780.46	−1.31	0.89
METUNv1_750187	METUNv2_570187	ATP synthase gamma subunit	5294.58	4705.58	−1.13	0.93
METUNv1_750188	METUNv2_570188	ATP synthase beta subunit	9593.01	6768.24	−1.42	0.92
METUNv1_750189	METUNv2_570189	ATP synthase epsilon subunit	1784.40	1464.79	−1.22	0.90
METUNv1_770336	METUNv2_590337	NAD(P) transhydrogenase subunit alpha	858.91	858.01	−1.00	0.93
METUNv1_770337	METUNv2_590338	NAD(P) transhydrogenase subunit beta	399.38	455.25	1.14	0.92
METUNv1_460126	METUNv2_290122	NADH-quinone oxidoreductase chain A	156.74	148.38	−1.06	0.93
METUNv1_460127	METUNv2_290123	NADH-quinone oxidoreductase subunit B	451.50	376.26	−1.20	0.94
METUNv1_460128	METUNv2_290124	NADH (or F420H2) dehydrogenase subunit C	388.51	353.76	−1.10	0.94
METUNv1_460129	METUNv2_290125	NADH-ubiquinone oxidoreductase D subunit	754.27	681.62	−1.11	0.92
METUNv1_460130	METUNv2_290126	NADH-quinone oxidoreductase subunit E	207.95	211.51	1.02	0.92
METUNv1_460131	METUNv2_290127	NADH-quinone oxidoreductase subunit F	628.76	528.76	−1.19	0.87
METUNv1_460132	METUNv2_290128	NADH-quinone oxidoreductase subunit G	1248.13	938.27	−1.33	0.93
METUNv1_460133	METUNv2_290129	NADH-quinone oxidoreductase subunit H	520.13	381.75	−1.36	0.93
METUNv1_460134	METUNv2_290130	NADH-quinone oxidoreductase subunit I	327.57	337.82	1.03	0.94
METUNv1_460135	METUNv2_290131	NADH-quinone oxidoreductase subunit J	131.50	118.13	−1.11	0.88
METUNv1_460136	METUNv2_290132	NADH-quinone oxidoreductase subunit K	58.88	60.63	1.03	0.91
METUNv1_460137	METUNv2_290133	NADH-quinone oxidoreductase subunit L	637.25	465.50	−1.37	0.83
METUNv1_460138	METUNv2_290134	NADH-quinone oxidoreductase subunit M	372.75	302.75	−1.23	0.77
METUNv1_460139	METUNv2_290135	NADH-ubiquinone oxidoreductase, chain N	523.88	339.07	−1.55	0.64
METUNv1_660132	METUNv2_480138	Ferredoxin-NADP reductase	522.14	879.52	1.68	0.69
METUNv1_590030	METUNv2_420029	Ubiquinol-cytochrome c reductase complex, cytochrome c1	2503.55	1092.90	−2.29	0.58
METUNv1_590031	METUNv2_420030	Ubiquinol-cytochrome c reductase complex, cytochrome b	2945.38	1365.76	−2.16	0.81
METUNv1_590032	METUNv2_420032	Ubiquinol-cytochrome c reductase iron-sulfur subunit (Rieske iron-sulfur protein) (RISP)	3125.54	1240.80	−2.52	0.84
METUNv1_590008	METUNv2_420008	Peroxidase/catalase (Catalase-peroxidase)	3075.82	1883.61	−1.63	0.84
METUNv1_670031	METUNv2_490032	Cytochrome c oxidase subunit 1	5577.29	4801.32	−1.16	0.93
METUNv1_670030	METUNv2_490031	Cytochrome c oxidase subunit 2	4105.55	3835.175	−1.07	0.87
METUNv1_670034	METUNv2_490035	Cytochrome c oxidase subunit 3	2746.54	2227.3	−1.23	0.89
METUNv1_670033	METUNv2_490034	Cytochrome c oxidase assembly protein	1365.325	1525.035	1.12	0.93
METUNv1_580051	METUNv2_410050	Hemin uptake protein hemP (fragment)	1319.89	1517.79	1.15	0.68
METUNv1_580052	METUNv2_410051	Bacterioferritin-associated ferredoxin	930.37	739.50	−1.26	0.80
METUNv1_580053	METUNv2_410052	Bfr, Bacterioferritin	1845.02	2568.53	1.39	0.77

* Each sample represents the average of two biological replicates. Values represent reads per kilobase of coding sequence per million (reads) mapped (RPKM).

**Figure 1:**
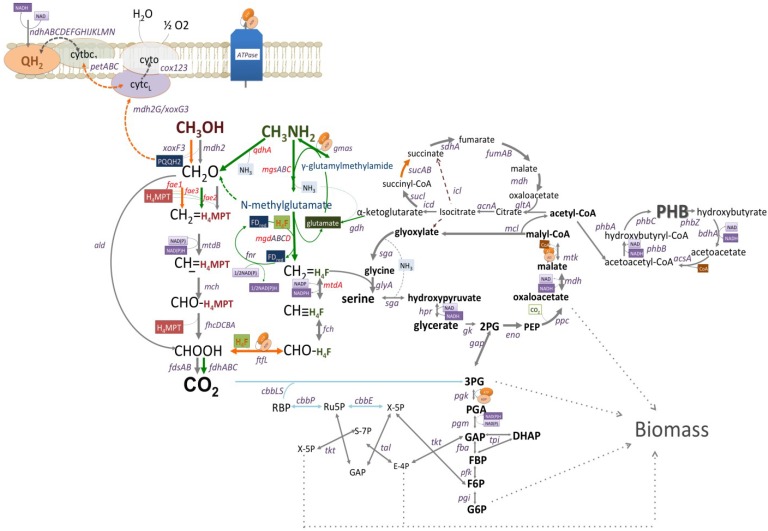
The reconstructed pathway of methanol and methylamine utilization in *Methyloversaltilis universalis* FAM5 based on genomic, transcriptomic and mutagenesis data. Genes mutated in this study are shown in red. Pathways upregulated (6–11 fold) by growth on methylamine are shown in green; Pathways slightly downregulated (1.5–3 fold) by growth on methylamine are shown in orange; Grey lines show pathways whose expression do not change; and Blue lines indicate steps that are not expressed on tested C1-compounds, methanol or methylamine.

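Of the 14 CBB cycle genes in Table 3, 10 were under the limit for expression in both condition means, 3 were low and 1 was modest. CbbL (METUNv2_570045) had 54 and 53 in the methanol libraries and 34 and 55 in the methylamine libraries. The ratio of methylamine to methanol was within 1.5-fold for all 11 CBB cycle genes that were tested, with a median log2 fold change of 0.15 (limma's camera, adjusted p = 0.716). Of the genes too low to be tested, CbbY had 5 and 6 on methanol against 8 and 11 on methylamine, a ratio of 2.09. CbbT had 8 and 7 against 11 and 10, a ratio of 1.68, and CbxX had a ratio of 1.33. The median of the tested genes was -0.12 with the values as deposited and -0.065 without methanol replicate 1. It was -0.11 when only genes with at least 50 in every library of one condition were kept. Among the steps of formate oxidation, FdhA (METUNv2_520262) had 624 and 817 on methanol against 1050 and 1332 on methylamine, a log2 fold change of 0.99 (limma, standard error 0.40, unadjusted p = 0.0498). FdhB (METUNv2_520263) had 1.22 (standard error 0.51) and FdhG (METUNv2_520264) 1.09 (standard error 0.60). Without methanol replicate 1 FdhA, FdhB and FdhG had 0.75, 0.62 and 0.34, and without methanol replicate 2 they had 1.23, 1.81 and 1.84. XoxF2 (METUNv2_590218) had 2743 and 2977 on methanol and 4877 and 10117 on methylamine, a log2 fold change of 1.56 (limma, standard error 0.62, unadjusted p = 0.0493), which was 0.96 without methylamine replicate 2 and 2.16 without methylamine replicate 1.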

### 3.2. Mutagenesis Studies: Methylamine Oxidation

It has previously been shown that deletion of two subunits of NMGS (encoded by *mgsA* and *mgsB*) completely abolished the ability of the strain *M. universalis* FAM5 to utilize methylamine; however the mutants were still able to generate small amounts of *N*-methylglutamate [12]. It has been speculated that the third subunit of the protein (encoded by *mgsC*) can contribute to the residual production. Here we mutated *mgsC* and showed that the lack of the gene eliminates the ability of the strain to utilize methylamine (Table 1).

We also tested involvement of the gamma subunit of the NMGDH (*mgdD*) in methylamine utilization. The *mgdD* is located at the end of the four-gene cluster encoding the NMGDH. The fourth gene has been identified in all microbes possessing the *N*-methylglutamate pathway; however, in contrast to the catalytic subunits (*mgdA* and *mgdC*) and *mgdB*, which are typically quite conserved, the gamma subunit of the enzyme is surprisingly divergent [12]. Relatively low homology (30%–45% amino acid identity) has been observed between the *mgdD* subunit from the *Methyloversatilis* species and the corresponding protein from betaproteobacterial methylotrophs, such as *Methylotenera versatilis* 301 or *Methylophilus methylotrophus* DSM 46235. The gene from *Methyloversatilis* species shared 25% AA identity with the *mgdD* gene from *Agrobacterium tumefaciens*. No homology was observed among *mgdD* genes from betaproteobacteria and gamma subunit of the NMGDH from alphaprotebacterial methylotrophs, such as *Methylocellla silvestris*, *Methylopila* spp, and *Methylobacterium extorquens* spp. The exact function of the *mgdD* gene product is still not known. We mutated the *mgdD* gene in *M.universalis* FAM5, and the mutant strain lost the ability to utilize methylamine (Table 1). These two additional mutations additionally confirmed the importance of the *N*-methylglutamate pathway genes for methylamine utilization by *M. universalis* FAM5.

The transcriptomic study presented above revealed a number of additional functions indicating that the metabolic arrangement of the methylamine utilization in *M. universalis* FAM5 could be more intricate (Figure 1). 

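Ranked by log2 fold change among the 3888 genes tested, QhpB took place 6, QhpA place 8, Fae3 place 14 and QhpC place 20. Of the 30 largest increases, 26 were the tags from METUNv2_580110 to METUNv2_580135, which hold the N-methylglutamate and the Qhp genes, and Fae3 was one more. The order among the 4 genes is not resolved, since their log2 fold changes differ by less than the standard error of each.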

Two of the most noticeable differences between cells grown on methanol *vs*. grown on methylamine are the overexpression of the heme-containing amine dehydrogenases gene cluster and *fae3* in cells grown on methylamine. We generated a strain of *M. universalis* FAM5 lacking the alpha subunit of the Qhp gene (Δ*qhpA).* The activity of the Qhp enzyme was reduced to background level in the mutant strain (Table 4). However, the strain lacking Qhp gene (Δ*qhpA)* was able to grow on methylamine similarly to wild type (Table 1). The phenotype of the *fae3* mutant is described below.

### 3.3. Mutagenesis Studies: Metabolic Arrangement Downstream from the Methylamine Oxidation

During growth on methanol, formaldehyde, the end product of alcohol oxidation, is oxidized to formate via the H_4_MPT pathway. Formate is either oxidized to CO_2_ to generate energy, or converted to methylene-H_4_F via an FtfL-Fch-MtdA variant of the H_4_F pathway. It has been predicted that the end product of the *N*-methylglutamate pathway is methylene-H_4_F, which could be incorporated directly into the serine cycle. However it is not known how it is oxidized. The FtfL-Fch-MtdA variant of the H_4_F pathway is typically linked to assimilation rather that oxidation [36]. In order to investigate the fate of the methylene-H_4_F in *M. universalis* FAM5 upon growth on methylamine, two possible scenarios were investigated: (1) The H_4_F pathway contributes to methylene-H_4_F oxidation by operating in the reverse direction; (2) The H_4_F pathway in *M. universalis* FAM5 contributes only to formate assimilation, and thus it should not be essential for growth on methylamine. However, in order to generate energy and reducing equivalent from C_1_-oxidation, the *M. universalis* FAM5 cells should possess an additional system for converting methylene-H_4_F to formaldehyde, or transfer C_1_-units from H_4_F to H_4_MPT. One candidate for C_1_-unit decoupling/shuttling is *fae3*, a homolog of formaldehyde activating enzyme, which has a very strong expression during growth on methylamine, but not methanol.

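Fae3 had deposited values of 125 and 1171 in methanol replicates 1 and 2 and of 7921 and 8324 in the methylamine libraries, so its methanol value differed more between the replicates than its methylamine value. Fae1 (METUNv2_410093) was the most abundant of the 3 homologs in each library, with 14962 and 9938 on methanol and 17329 and 11229 on methylamine. Its log2 fold change was 0.46 (limma, standard error 0.74, unadjusted p = 0.558), a difference within the spread between replicates. Fae2 (METUNv2_480039) had 841 and 459 on methanol and 685 and 641 on methylamine, with a log2 fold change of 0.36 (standard error 0.39) that turned to -0.034 without methanol replicate 2. Whether the counting split reads between these homologs was not tested.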

To verify these scenarios, mutations in H_4_F (Δ*mtdA*) and H_4_MPT pathways (Δ*fae1*) were made. In addition we mutated homologs of the formaldehyde dehydrogenase (Δ*fae2* and Δ*fae 3*), and generated multiple mutants (Δ*fae1*Δ*fae2*, Δ*fae1*Δ*fae3*, Δ*fae2*Δ*fae3* and Δ*fae1*Δ*fae2*Δ*fae3*). In addition, a strain lacking *fae1* and *qhpA* was constructed. The mutant phenotypes are shown in Table 1.

Strains lacking *mtdA* or *fae1* genes were not able to grow on methanol or methylamine. Interestingly, revertants were observed for the *fae1*-mutant. The number of revertants arising on methylamine plates was 10 ± 3 per 10^9^ cells plated. The revertant strains grew on methylamine, albeit with a growth defect compared to the wild type strain (the growth rate was about 30% of the wild type). The revertant strains did not restore the ability to utilize methanol for growth. Single *Δfae 2* or *Δfae3* mutations, or the double *Δfae2Δfae3* mutation displayed a growth rate similar to the wild-type strain on both methanol and methylamine. *Δfae1Δfae2* and *Δfae1Δfae3* double mutants were not able to grow on C_1_-compounds, similarly to *Δfae1.* No revertants were observed for *Δfae1Δfae3* mutant upon transfer to methylamine plates. However, the incorporation of the *Δfae3* mutation into the revertant *Δfae1^R^* strain did not abolish the ability of the strain to utilize methylamine. A similar phenotype was observed for a triple *Δfae1^R^Δfae2Δfae3* mutant. The double Δ*fae1*Δ*qhpA* mutant phenotype was similar to the single Δ*fae1* mutant. Like the latter, there were revertants of the double mutant (Δ*fae1*Δ*qhpA^R^*) that regained the ability to utilize methylamine for growth. The frequency of reversion was similar to the single *fae1*-mutant. The triple *Δfae3*Δ*fae1*Δ*qhpA^R^* mutant retained the ability to use methylamine.

**Table 4:** Activity of the heme-containing amine dehydrogenase in wild type and Δ*qhpA-*mutant strains upon growth on methylamine.

Strain	Enzyme Activity (μmol min^−1^ mg^−1^ Protein)
FAM5 (WT)	30 ± 9
Δ*qhpA*	6 ± 3

## 4. Discussion

Methylotrophic capabilities of the members of families *Rhodocyclaceae/Burholderiaceae* have relatively recently been discovered [1,3,4,5,7], and thus not much is known about the pathways for the single carbon utilization in this betaproteobacterial lineage. The *M. universalis* is the first representative of the family isolated in a pure culture and formally described [6]. The genome of the strain has been sequenced opening up new approaches for investigation of pathways for single carbon or methylated multicarbon compounds investigation [23]. Over the past few years the strain became the model system for understanding molecular mechanisms of C_1_-carbon utilization and denitrification [8,12,13].

The mutagenesis performed in this study suggests that the *N*-methylglutamate pathway is the main route for methylamine oxidation. Based on the available genomic and enzymatic data the end product of the N-methylglutamate pathway is methylene-H_4_F [12,16,20]. Thus it could be predicted that, first, the H_4_folate pathway contributes to C_1_-oxidation; and, second, the H_4_MPT-linked transfer should not be required for growth on methylamine. *M. universalis* FAM5 possesses the Mtd-Fch-FtfL variant of the H_4_MPT pathway, which is typically associated with formate assimilation, rather than formaldehyde/methylene-H_4_F oxidation [25,26]. It has been shown that this portion of the pathway is not essential for growth on methylamine in *Methylobacterium spp.* [16,20]. We found here that the *mtdA* mutant is not able to grow on both C_1_-compounds. The phenotypic data indicate that the enzyme of the pathway can play some additional role in C_1_-utilization in *M. universalis*.

We also found that the H_4_MPT pathway is essential for growth on methylamine. That observation indicates that *M. universalis* somehow produces methylene-H_4_MPT during growth on methylamine. Since the heme-dependent amine dehydrogenase (which is predicted to produce formaldehyde) is not essential for growth on methylamine, the C_1_-units entering H_4_MPT pathway should come from methylamine oxidation via the *N*-methylglutamate pathway. Based on the available evidences it could be proposed that the NMGDH releases both methylene-H_4_F and formaldehyde and that the ratio of the produced compounds depends on the intracellular pool of H_4_F. It has been shown that the pool of H_4_F is only a quarter of the pool of H_4_MPT in facultative methylotrophs [37]. In *M.universalis,* the relative expression of the dihydrofolate reductase (*folA*), the only enzyme essential for biosynthesis of H_4_F (*folA*) from a supplied source of folate, showed similar levels of expression in methanol or methylamine grown cells. That suggests that the overall capacity of the cells to produce the folate-cofactor did not change. If methylene-H_4_folate is the only product of methylamine oxidation, the cellular needs for H_4_F should be much higher upon growth on methylamine. Because formaldehyde is a toxic compound, it is reasonable to speculate that formaldehyde is produced only upon the depletion of the H_4_F pool. The Fae1 and/or Fae3 enzymes handle the cellular formaldehyde pool, and deliver C_1_-units into the H_4_MPT pathway for oxidation. However, while this scenario explains the growth deficiencies of the *fae1* mutant, it fails to explain the revertants. It could be speculated that *in vivo* the *N*-methylglutamate dehydrogenase uses both H_4_F and H_4_MPT cofactors. The preferable compound is H_4_F, which could be substituted with H_4_MPT upon depletion of H_4_F and buildup of H_4_MPT (due to the lack of Fae enzymes). The latter scenario is also supported by the previous study of methylamine utilization via the NMG-pathway [16], which showed that the H_4_MPT-biosynthesis, rather than the Fae-driven condensation of formaldehyde, is essential for growth of *Methylobacterium extorquens* PA1 on methylamine.

The initial reconstruction of the methylotrophy in methylotrophic *Rhodocyclaceae/Burholderiaceae* has been made based on enzymatic and genetic investigations [13,38,39]. In this study we further evaluated pathways for aerobic utilization of methanol and methylamine via transcriptomics and mutagenesis. The updated reconstruction of the core metabolic pathways in *M. universalis* FAM5 is shown in Figure 1. It has been demonstrated that methanol oxidation via PQQ-dependent enzymes is operating as a *redox arm* and is coupled with ATP generation with 0.6–1 mol of ATP produced per 1 mol of methanol oxidized [40]. Thus, the growth on the C_1_-alcohol is predicted to be reducing-power limited. Interestingly, the transcriptomic studies show that cells of *M. universalis* FAM5 expressed complex III (cytochrome *bc*_1_). 

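The 3 ubiquinol-cytochrome c reductase genes of Table 3 were expressed in all 4 libraries. METUNv2_420029 had 2533 and 981 in methanol replicates 1 and 2 and 784 and 762 in the methylamine libraries. METUNv2_420030 had 1658 and 745 against 495 and 640, and METUNv2_420032 had a highest value of 594 and a lowest of 174, with both methanol libraries above both methylamine libraries. The ratios of the scaled means were 1.87, 1.73 and 1.79-fold in favour of methanol. Each gene had its largest value in methanol replicate 1, and none of the 3 had an unadjusted p under 0.05 in limma, where the smallest was 0.0661.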

As the majority of the cellular energy needs are fulfilled by the first step of methane oxidation, it could be speculated that *M.universalis* FAM5 uses complex III to supply reducing power for carbon assimilation upon growth on methanol. 

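The gene listed in Table 3 as ferredoxin-NADP reductase, METUNv2_480138, had deposited values of 156 and 642 in methanol replicates 1 and 2 and of 432 and 805 in methylamine replicates 1 and 2. It was 1.86-fold higher on methylamine as a ratio of the scaled means. The log2 fold change was 1.16 (standard error 0.77, unadjusted p = 0.187 in limma), which is within the spread between replicates. It was 0.099 without methanol replicate 1 and 2.22 without methanol replicate 2.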

Methylamine oxidation in *M.universalis* FAM5 might also be connected to NADPH production, via a ferredoxin-NADP reductase. An uphill electron transfer has been proposed for a number of chemolitotrophs [41,42,43], but it has never been investigated in non-phototrophic methylotrophs. Here we present the first evidence that methylotrophic bacteria might develop a mechanism for restoring reducing power upon growth on C_1_-compounds. The exact role of the complex III and FNR in cellular energetics will be evaluated in further investigations.

## 5. Conclusions

Overall, the metabolic arrangement of C_1_-utilization in *M. universalis* appears to be quite complex and to some degree redundant. Methylamine utilization is supported by two different enzymatic systems: the *N*-methylglutamate pathways and heme-dependent amine dehydrogenase. Genes encoding both enzymatic systems are chromosomally co-located and show a very high level of expression upon switch from growth on methanol to growth on methylamine. 

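The N-methylglutamate and Qhp genes of Table 3 lie in an unbroken stretch of 26 tags from METUNv2_580110 to METUNv2_580135, of which 11 are in Table 3. The tags are used as a guide to gene order, and no coordinates were used here. All 26 tags had higher values in both methylamine libraries than in either methanol library, with log2 fold changes from 3.77 to 6.23 and a median of 4.62. The 15 tags outside Table 3 had ratios from 9.85 to 17.9, with a median of 11.9. The tags next to the stretch changed less, with a log2 fold change of 1.32 for METUNv2_580109 and 1.70 for METUNv2_580136. By the mean of the methylamine libraries, 5 of the 26 tags were in the very high category, 5 in the high, 12 in the moderate, 3 in the modest and 1 in the low category. Together they took 0.0901% of the summed values without rRNA in methanol replicate 1, 1.74% in methanol replicate 2, 8.05% in methylamine replicate 1 and 12.8% in methylamine replicate 2. With limma and Benjamini-Hochberg adjustment, all 26 tags passed an adjusted p of 0.05 without methanol replicate 2, and 2 of them did without methanol replicate 1. From additional functions found in its transcriptomic study the paper proposes that methylamine utilization could be arranged more intricately. It states that both enzymatic systems serve this utilization.

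**Figure D2:**
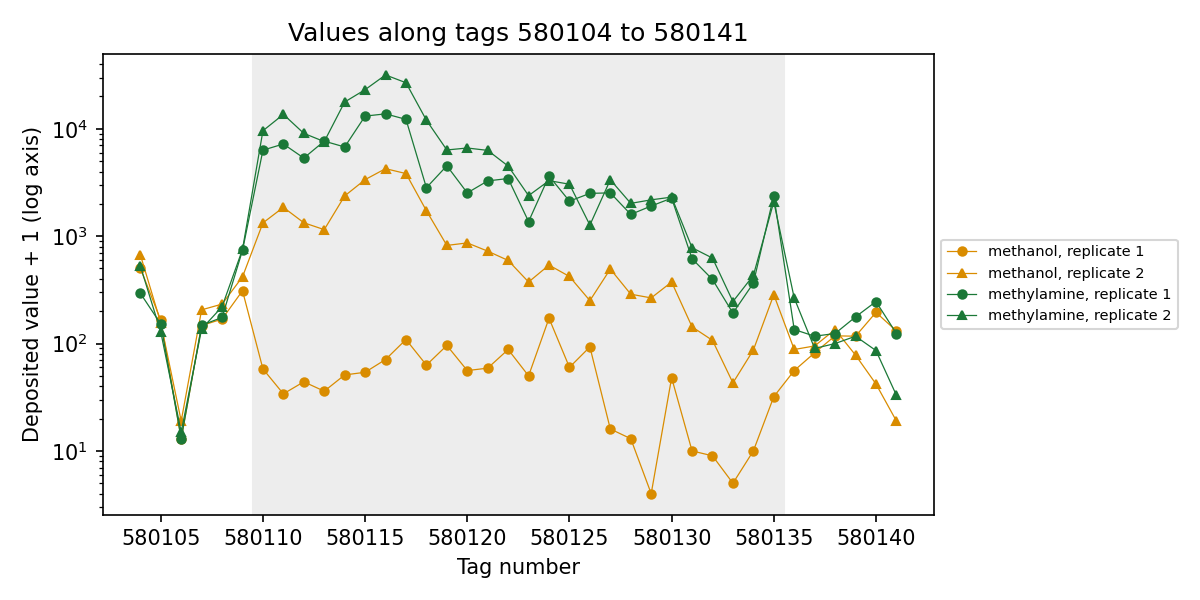
Deposited value plus 1 on a logarithmic axis for each tag from METUNv2_580104 to METUNv2_580141 in each of the 4 libraries, with the tags from METUNv2_580110 to METUNv2_580135 on a grey band. Inside the band both methylamine libraries lie above both methanol libraries at every tag, and methanol replicate 2 lies above methanol replicate 1.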

Like other heme-containing amine dehydrogenases, the enzyme from *M. universalis* FAM5 is capable of direct conversion of methylamine to formaldehyde. However, from the Δ*qhpA* phenotypic data it could be suggested that the enzyme is not essential, at least under the growth condition tested, for methylamine utilization.

The functional implication of the enzymatic redundancy of the C_1_-utilization is not apparent in the experiments described here. It could be speculated, that in the presence of heterogeneous substrates, the simultaneous activation of different enzymatic pathways might provide some benefit. However, it remains to be determined via additional simulation experiments or *in-situ* investigations.

## Supplementary Files

Supplementary File 1

# Supplementary material for: C1-Pathways in Methyloversatilis universalis FAM5: Genome Wide Gene Expression and Mutagenesis Studies
**Source:** Microorganisms. 2015 Apr 9;3(2):175–97. doi: 10.3390/microorganisms3020175
**Supplement:** Supplementary File 1

**Supplementary Information**

**Table S1.** Primers used in this study.

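The primers of Table S1 amplify the regions on either side of a gene. By the methods, the fragments were cloned, sequenced and sub-cloned into pCM184, and mutants with a double crossover were identified by diagnostic PCR. Each locus has an upstream and a downstream flank with a forward and a reverse primer, and most primer names carry a restriction enzyme. The mutants are not analysed here, since the RNA libraries are of the wild type. Some tags are named differently here than in Table 3. Table S1 gives METUNv2_580117 for mdsC and METUNv2_580113 for mgdD, where Table 3 lists METUNv2_580113 as MgsC and METUNv2_580117 as MgdD. For the amine dehydrogenase, Table S1 gives METUNv2_580127 for qhpA and METUNv2_580128 for qhpX, where Table 3 lists them as QhpB and QhpA. All 4 tags had higher values in both methylamine libraries than in either methanol library, whichever name is used.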

| **Gene/Locus Tag** | **Primer Sequence** | **Primer Name** |
| --- | --- | --- |
| *fae 3/*METUNv2_520523 |  |  |
| upstream flank | GAGGACGTCGGTTTGACCAAGGCGGACAGG | Fae3UP/F-AatII |
|  | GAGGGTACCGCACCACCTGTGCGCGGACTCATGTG | Fae3UP/R2-KpnI |
| downstream flank | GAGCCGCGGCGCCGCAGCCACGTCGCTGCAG | Fae3DW/F-SacII |
|  | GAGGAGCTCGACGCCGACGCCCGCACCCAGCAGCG | Fae3DW/R-SacI |
| *fae 2/*METUNv2_480039 |  |  |
| upstream flank | GAGGACGTCGCGCTGCCGAGGTGATGGTGG | Fae2UP/F-AatII |
|  | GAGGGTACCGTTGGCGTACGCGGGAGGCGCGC | Fae2UP/R-KpnI |
| downstream flank | GAGGGGCCCAGGTCGGTCAGCAGCACGG | Fae2DW/F-ApaI |
|  | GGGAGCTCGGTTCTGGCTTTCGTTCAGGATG | Fae2DW/R-SacI |
| *fae1/*METUNv2_410093 |  |  |
| upstream flank | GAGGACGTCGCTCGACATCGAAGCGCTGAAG | Fae1UP/F-AatII |
|  | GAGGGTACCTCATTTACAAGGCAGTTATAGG | Fae1UP/R-KpnI |
| downstream flank | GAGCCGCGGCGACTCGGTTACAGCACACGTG | Fae1DW/F-SacII |
|  | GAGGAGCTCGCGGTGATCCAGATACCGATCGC | Fae1DW/R-sacI |
| *mtdA/*METUNv2_290311 |  |  |
| upstream flank | gacagatctGGTGAAGGCGTGCTCGG | MtdA-upF/BglII |
|  | gacggtaccTGTGATGTCTCGGATGTCTGG | MtdA-upR/KpnI |
| downstream flank | gacgggcccGCGATGAGCCAGATCAAGG | MtdA-dwF/ApaI |
|  | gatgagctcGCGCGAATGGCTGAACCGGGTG | MtdA-dwR/SacI |
| *mch/*METUNv2_410090 |  |  |
| upstream flank | GGGACGTCGACATTACGGCCAGCGATGC | mch-UP/F-AatII |
|  | GAGGTACCGGCTGTGCGCCGGTCAGTAC | mch-UP/R-KpnI |
| downstream flank | GACCGCGGAGCTGCTGGCGAAGTCCTTC | mch-DW/F-SacII |
|  | GAGAGCTCGCTGCATCAGCGCATCGTC | mch-DW/R-SacI |
| *mdsC/*METUNv2_580117 |  |  |
| upstream flank | GGAGACGTCGCACAAGGGTCTTGAGGAAGG | NmgsCup-AatII/F |
|  | GAGGGTACCGCGCGGGAGGGCGGATCG | NmgsCup-Kpn/R |
| downstream flank | GAGCCGCGGAACATGGAACTGACCACG | NmgsCdw-SacII/F |
|  | GGGAGCTCGAGGTGACGGCGGGTCAGAC | NmgsCdw-SacI/R |
| *mgdD/*METUNv2_580113 |  |  |
| upstream flank | GAGGACGTCGGCGAATGGGGCTG | Nmgdh4up-AatII/F |
|  | GAGCCATGGCTTCGACCTGGGTCCAC | Nmgdh4up-Nco/R |
| downstream flank | GAGCCGCGGCAATAACAAACAGCGCG | Nmgdh4dw-SacII/F |
|  | GAGAGCTCGGACAGACGCTCGAGGAACACG | Nmgdh4dw-SacI/R |

**Table S1.** *Cont*.

| *qhpA/*METUNv2_580127 |  |  |
| --- | --- | --- |
| upstream flank | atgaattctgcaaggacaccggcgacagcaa | Up flank F |
|  | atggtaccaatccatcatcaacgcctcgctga | Up flank R |
| downstream flank | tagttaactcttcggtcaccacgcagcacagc | Down flank F |
|  | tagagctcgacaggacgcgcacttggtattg | Down flank R |
| *qhpX/*METUNv2_580128 |  |  |
| upstream flank | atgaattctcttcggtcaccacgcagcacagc | Up flank F |
|  | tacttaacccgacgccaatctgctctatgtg | Up flank R |
| downstream flank | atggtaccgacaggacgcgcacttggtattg | Down flank F |
|  | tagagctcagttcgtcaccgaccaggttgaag | Down flank R |

How the deposited data were processed for this re-analysis (not part of the article)

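RNA of M. universalis FAM5 cultures grown on methanol or methylamine was measured in 4 libraries, 2 per substrate, and each library is a separate culture. The samples were assigned to substrate and replicate from their labels, which name the substrate, and the paper's methods give the concentrations. By the methods of the paper, the authors aligned single reads of 36 bp to the FAM5 genome with BWA, sorted the alignments with SAMtools, attributed reads to open reading frames with htseq-count, tested ratios with DESeq2 and corrected p-values with the q-value method of Storey. The methods also state that RPKM were calculated for presentation.

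The authors deposited a score per gene and library, a whole number whose unit is not named. The whole numbers were taken as RPKM (reads per kilobase per 1000000 reads) rounded to whole numbers, which is an inference from the values. Summed without rRNA, they came to between 1377401 and 1602126 per library, a 1.16-fold range. The value of Table 3 divided by the deposited value ranged from 0.131 to 9.13 between the 148 genes on methanol and from 0.163 to 8.6 on methylamine. The logarithm of this quotient was nearly the same for a gene in both conditions, with a Pearson correlation across the 148 genes of 0.973. Table 3 therefore holds values of another scale, and its levels were not compared with the deposited ones. Because the values are not counts, the count model planned at the outset was not run, and limma on log2 values was used in its place. The depth per library cannot be recovered from rounded values, so no counting interval or lower limit of detection is given.

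Each library lists 4087 entries, of which 10 are blank. The 6 rRNA genes were left out, as the paper does, which left 4071 genes. The 46 tRNA genes stayed in the tests and were left out of the expression categories. Genes with a mean value of at least 10 over the libraries were tested (3888 genes, with 183 under that limit). The libraries were scaled by a trimmed mean of log ratios with 30% of the ratios and 5% of the mean levels trimmed on each side. The log2 values with a pseudocount of 1 were fitted in limma with an intensity trend in the prior variance, which gave 3.6 prior degrees of freedom, and p-values were adjusted with the Benjamini-Hochberg method. Fold changes on the log2(value + 1) scale understate the change of low genes. Ratios, where given, are of the scaled condition means without a pseudocount. The scaling, the minimum of 10, the pseudocount and the trend were set with the values at hand, after first fits with other scalings that made 0 calls.

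Gene names were taken from Table 3, which pairs 148 tags with names, and all 148 were found. An annotation table supplied with the data matched 0 of the identifiers and was not used. The genes named in the text are those that the paper names with an identifier, by a rule written with the values of Table 3 known. The rule also named genes past an adjusted p of 0.05, of which there were 0, where 93 genes higher on methylamine and 67 higher on methanol had an unadjusted p under 0.05 in limma. Other tags in the text were chosen after their values were seen. With 2 libraries against 2, chance puts both libraries of a given condition above both of the other for 16.7% of genes.

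Modules of Table 3 genes were tested with limma's camera at a preset correlation of 0.01 and adjusted over 8 modules. The paper's calls on these libraries shaped the Mdh2 and XoxF3, cytochrome bc1, serine cycle and central metabolism modules. The module tests are therefore not independent evidence for a change or against one. Expression categories used the limits of the paper on the unscaled condition means. A gene was called different from the paper where the signs of the signed fold changes differ or where the difference exceeds the SD over the 4 pairs of libraries, and for the N-methylglutamate, Qhp and Fae3 genes also where one fold is over 1.5 times the other. By this rule 38 of 148 genes differ, and 11 of the 148 differ by more than 1.5-fold as ratios.

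The test was tried on simulated libraries with the spread that limma fitted to each deposited gene. Of 197 changed genes among 3860 tested, 175 were recovered, 76 with a 4-fold and 99 with a 32-fold change, and 9 calls were false. At a smaller spread 196 of 196 among 3856 were recovered, 100 with a 4-fold and 96 with a 32-fold change. There 8 calls were false. Recovery of smaller changes is not given. The simulated spread was drawn for each gene on its own, and the changed genes were picked at random. In the deposited libraries the N-methylglutamate genes had standard errors from 1.45 to 1.90. The recovery therefore does not give the power for such genes.

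Alternatives were other scalings, other minimum values and pseudocounts, a robust prior, each library left out, the replicate number as a block, the most abundant genes or the tRNA genes left out, other set tests and other ways to average for the categories. Alternatives that need counts or gene lengths were not run. R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. The mutant strains, the enzyme activities, folA and the modules without identifiers are not analysed here.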

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

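Apart from the limma fits over all 4 libraries and without methanol replicate 2, the tests in this part were chosen after the results were seen. The tags were picked by their values.

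Outside Table 3, 21 tags had both methylamine libraries at least 4-fold above both methanol libraries. Of these, 13 lie between METUNv2_580110 and METUNv2_580135, 6 between METUNv2_490008 and METUNv2_490017 and 2 elsewhere. The latter are METUNv2_400006, with 9 and 12 on methanol against 57 and 93 on methylamine, and METUNv2_520237, with 72 and 280 against 1895 and 1414. In limma with the substrate as the only factor and Benjamini-Hochberg adjustment, no tag passed an adjusted p of 0.05 over all 4 libraries, where 93 genes higher on methylamine had an unadjusted p under 0.05, and without methanol replicate 2 there were 34 such calls. Counted over all genes, Table 3 included, the substrate separated 30 genes 4-fold in favour of methylamine and 0 in favour of methanol, the replicate number separated 6 and the crossed split 0. Genes of one stretch are not independent. With tags of one prefix at most 10 apart counted as 1 locus, the substrate separated 5 loci, all higher on methylamine, the replicate number 6, of which 4 were in one direction and 2 in the other, and the crossed split 0. Library differences unrelated to the substrate cannot be told apart from it here, since the replicate number separated 6 loci and 4 libraries can be split evenly in only 3 ways. The substrate remains open as the biological explanation. Overlapping genes and reads shared with near-identical copies were not tested.

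The 10 tags from METUNv2_490008 to METUNv2_490017 had a median log2 fold change of 2.81, between 0.63 and 4.06, and 9 of them had both methylamine libraries above both methanol libraries, where chance gives 16.7%. The smallest adjusted p among them was 0.359 in limma with the substrate as the only factor and Benjamini-Hochberg adjustment. The scaling of the libraries is argued against as the cause, since the median was 2.55 with the values as deposited. A single outlying library is argued against too, since the median over the 4 pairs of a methylamine and a methanol library ranged from 2.19 to 3.19. A response to methylamine, or to another difference between the cultures that goes with the substrate, may remain as a hypothesis, and these tags have no names in the tables used here.

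Of the 64 tags from METUNv2_420001 to METUNv2_420076 that are not in Table 3, 61 were lower on methylamine, with a median log2 fold change of -0.98. The stretch also holds 12 genes of Table 3, among them the Mdh2, XoxF3 and cytochrome bc1 genes, and 73 of its 76 tags were lower. In 58 of the 76 both methanol libraries lay above both methylamine libraries, against 12.8% of genes outside the stretch and 16.7% by chance. Of the 14 Table 3 genes that the paper lists as at least 1.6-fold lower on methylamine, 11 lie here. A change limited to the operons of Table 3 is argued against by the median of -0.98 in the other tags. The scaling is argued against because one factor per library moves all genes alike, and with the values as deposited the other tags had a median of -1.25 against -0.26 over the genes outside the stretch, a difference of -0.99. A single outlying library is argued against because the weakest of the 4 pairs of libraries had a median of -0.62 and the strongest -1.29. Without methanol replicate 1 the median of the other tags was -0.74, and without methylamine replicate 2 it was also -0.74. A gradient of gene dosage along a replicating chromosome is argued against because the medians of 21 other tag prefixes with at least 30 tags lay between -0.12 and 0.13 (0.127). Among 3694 windows of 76 neighbouring tags outside the stretch, medians ranged from -0.31 to 0.42. A hypothesis that remains is that the stretch is present in more copies per cell on methanol, which may also be a difference between the inocula. Under it weak and strong tags would fall alike, and the weaker of the other tags had a median of -1.08 and the stronger -0.85. A single regulator acting on the whole stretch cannot be told apart from it, since the SD of the log2 fold changes within the stretch (0.457, against 0.617 outside) leaves room for both. No DNA was measured.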

How the results depend on the processing

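The alternative scalings, low-value filters, robust prior, left-out libraries, replicate block and set tests were listed before the data were examined and carried over from the count model to limma. The pseudocounts of 0.5 and 5, the analysis without tRNA genes and the replicate block combined with another scaling were chosen after seeing the data, as was every setting for the tags METUNv2_420001 to METUNv2_420076 and METUNv2_490008 to METUNv2_490017.

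Over all 4 libraries limma with Benjamini-Hochberg adjustment made 0 calls in either direction, with 93 genes higher on methylamine and 67 higher on methanol at an unadjusted p under 0.05. It made 0 calls too with median-of-ratios scaling, the values as deposited, no filter, the stricter filter, the robust prior, the 20 most abundant genes left out, pseudocounts of 0.5 and 5 and the tRNA genes left out. With the values as deposited, the unadjusted split was 59 higher on methylamine and 168 higher on methanol, and the median of all genes moved to -0.26. Leaving out a library gave between 0 and 34 genes higher on methylamine and between 0 and 3 higher on methanol. The 34 calls came without methanol replicate 2, where 26 are all the tags from METUNv2_580110 to METUNv2_580135 and 12 are in Table 3. Without methanol replicate 1 there were 5 calls higher on methylamine and 3 higher on methanol, and without either methylamine library there were 0. In these fits the lone library of a condition is assumed to vary like those of the other condition. Table 3 held 0 calls in the same settings except for the 12 without methanol replicate 2.

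The methanol libraries and the methylamine libraries share replicate numbers, and neither the paper nor the labels say that a number marks a batch. Deviations of same-numbered libraries from their condition means had a correlation of 0.402 across 3888 genes and of 0.482 across 2012 genes with a mean over 100. With the number as a replicate block, 4 genes were called higher on methylamine and 0 higher on methanol, where limma had 194 and 120 at an unadjusted p under 0.05. The 4 are METUNv2_300004, METUNv2_300008, METUNv2_490009 and METUNv2_490015, each with an adjusted p of 0.0481, named after their values were seen. With the replicate block and the values as deposited, 60 genes were called higher on methylamine and 56 higher on methanol, 14 of them in Table 3. With the replicate block and median-of-ratios scaling there were 0 calls, and the smallest adjusted p was 0.0511. Under the block with the values as deposited the medians of the H4MPT, serine cycle, CBB cycle and central metabolism genes were -0.23, -0.044, -0.12 and -0.11, as without the block. The cause of the difference between the scalings was not tested.

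The N-methylglutamate and Qhp genes kept their direction and their camera call in all settings that used the preset correlation. With an estimated correlation (adjusted p = 0.372 in limma's camera) and with limma's fry (adjusted p = 0.468) no call held for the medians of 5.37 (N-methylglutamate), 5.14 (Qhp), -0.79 (Mdh2 and XoxF3) and -0.76 (cytochrome bc1), which these tests leave unchanged. With single libraries left out the N-methylglutamate median ranged from 2.60 to 8.05 and the Qhp median from 2.83 to 7.42. The Mdh2 and XoxF3 median ranged from -1.58 to -0.085 and lost its call without methanol replicate 1, where it was -0.085, and without methylamine replicate 2, where it was -0.76. The cytochrome bc1 median ranged from -1.25 to -0.18 and lost its call without methanol replicate 1, where it was -0.18, and without methylamine replicate 2, where it was -0.82. The serine cycle median ranged from -0.081 to 0.28 and passed with 0.27 without methylamine replicate 1, with an adjusted p of 0.0361 in limma's camera, where the settings without another library gave 0.146 to 0.805. The cause was not tested.

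With the values as deposited, 4 medians turned negative because the conditions are shifted against each other by that setting: H4MPT -0.23, serine cycle -0.044, CBB cycle -0.12 and central metabolism -0.11. Without methylamine replicate 2 the H4MPT median was -0.26, the serine cycle median -0.081 and the central metabolism median -0.013. The highest values with a library left out were 0.31 for H4MPT, 0.15 for the CBB cycle and 0.23 for central metabolism. The CBB cycle median was -0.065 without methanol replicate 1 and -0.11 with the stricter filter, for which fewer genes were tested. Apart from that and the shift, the cause was not tested. In all, 131 of 144 alternatives kept the direction of a module's median and 13 changed it. The robust prior, the replicate block at a given scaling and the other set tests leave a median as it was. Their results in this count do not speak for stability.

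For 31 of the genes named in the text, 485 of 491 alternatives kept the direction. Many of the alternatives could not change it, since the robust prior, the low-value filters and the replicate block leave a log2 fold change as it was. The count therefore overstates how stable the directions are. Genes outside these 31 are not in that count, and some changed direction with no library left out. As a signed fold, OrfY was 1.01 over all libraries and -1.20 with the values as deposited. The 6 alternatives that changed the direction among the 31 genes each left out a library, and the cause was not tested. Without methanol replicate 1, Mdh2 was 0.49, Mdh2J 0.54 and Mdh2G 0.29, and their lowest values with another library left out were -1.58, -1.89 and -2.05. In the same setting XoxF3, XoxJ3 and XoxG3 kept their direction, at -0.46, -1.10 and -0.96. Fae2 was -0.034 without methanol replicate 2 and at most 0.75, Sga was -0.30 without methylamine replicate 2 and at most 1.24, and CbbL was 0.38 without methylamine replicate 1 and at least -0.45. Among the alternatives that kept the direction, 20 made a call that was not made over all libraries with the first settings, all of them without methanol replicate 2 or with the replicate block and the values as deposited. The number of genes not expressed was 1175 with the mean over all 4 libraries, 882 with the limit in every library and between 1007 and 1064 with a library left out, against 1037.

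Not run, because they need counts or gene lengths, were DESeq2, limma-voom, thinning to one depth, Storey's correction of DESeq2 p-values and another denominator of RPKM. The depth is unknown, so what it limits could not be computed.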

Differences from the paper's values

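The settings named in this part were listed before the data were examined, except where stated. Folds are signed, with a minus where methanol is higher, and were computed here from the scaled means. The paper's values are those of Table 3. A gene is listed where the signs differ or where the values differ by more than the SD over the pairs of libraries, and for the N-methylglutamate, Qhp and Fae3 genes also where one is over 1.5 times the other. Of 148 genes, 38 are listed, 24 of them on opposite sides of 1. Across the 148 genes the log ratios had a Pearson correlation of 0.98 with those of the paper.

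Among genes higher on methylamine, Gmas was 6.56 in the paper and 13.6 here, with no difference by the rule without methanol replicate 1. MgsA was 8.15 in the paper and 13.1 here, MgsB 7.41 in the paper and 12.4 here, MgdC 7.85 in the paper and 12.6 here, and XoxF2 1.53 in the paper and 3.21 here. For these 4 there was no difference by the rule with the values as deposited, without methanol replicate 1 or without methylamine replicate 2. XoxF2 was still 2.621 with the values as deposited and 2.995 without methanol replicate 1. It met the rule there only because its SD over the pairs of libraries was 1.51. Median-of-ratios scaling, leaving out the 20 most abundant genes where it gave a value, and leaving out the other libraries did not close these gaps.

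Among genes higher on methanol, XoxJ3 was -3.13 in the paper and -2.44 here, and AldB was -1.24 in the paper and -1.03 here, both with no difference with the values as deposited only. MdtA was -1.47 in the paper and -1.08 here, and METUNv2_420032 was -2.52 in the paper and -1.79 here. Both had no difference with the values as deposited or without methanol replicate 2, MdtA also without methylamine replicate 2 and METUNv2_420032 also without methylamine replicate 1.

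Small folds on the same side also differed by more than their narrow spread. Ppc2 was 1.04 in the paper and 1.13 here, with no difference without methanol replicate 1 or without methylamine replicate 1. Pgm was 1.1 in the paper and 1.17 here, METUNv2_410048 was 1.09 in the paper and 1.19 here, METUNv2_350021 was 1.03 in the paper and 1.19 here, and METUNv2_300104 was 1.46 in the paper and 1.64 here. For these 4 no setting closed the gap.

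On opposite sides in every setting that gave a value were Fae1 (-1.57 in the paper, 1.37 here), METUNv2_570187 (-1.13 in the paper, 1.25 here), METUNv2_490032 (-1.16 in the paper, 1.34 here) and METUNv2_490031 (-1.07 in the paper, 1.34 here). METUNv2_570186 (-1.31 in the paper, 1.19 here) and METUNv2_570188 (-1.42 in the paper, 1.19 here) were on the side of the paper only with the values as deposited, at -1.01 and -1.02, and no setting closed their gap.

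The values as deposited, together with at least one left-out library, gave no difference for a further group. OrfY was -1.09 in the paper and 1.01 here, Fbp3 -1.07 in the paper and 1.02 here and METUNv2_350018 -1.01 in the paper and 1.20 here, and these 3 also had none without methanol replicate 1 or without methylamine replicate 2. FhcA was -1.03 in the paper and 1.07 here, Gk -1.07 in the paper and 1.08 here, METUNv2_280044 -1.03 in the paper and 1.13 here, METUNv2_570185 -1.12 in the paper and 1.07 here and METUNv2_290122 -1.06 in the paper and 1.05 here, and these 5 also had none without methylamine replicate 2. Eno was -1.08 in the paper and 1.10 here, also with none without methylamine replicate 1. Pyk was -1.03 in the paper and 1.10 here, also with none without methanol replicate 2. Pgk was -1.01 in the paper and 1.09 here and METUNv2_300105 -1.08 in the paper and 1.04 here, both also with none without methanol replicate 1. METUNv2_590337 was -1.00 in the paper and 1.11 here, also with none without methanol replicate 2 or methylamine replicate 1. METUNv2_490035 was -1.23 in the paper and 1.09 here, also with none without methanol replicate 2 or methylamine replicate 2.

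Only a left-out library closed the gap for the last 4. Hpr was -1.12 in the paper and 1.26 here, Sga -1.24 in the paper and 1.59 here and GlyA -1.19 in the paper and 1.30 here, each with no difference without methylamine replicate 2. Pgp was 1.04 in the paper and -1.03 here, with no difference without methanol replicate 2 or without methylamine replicate 2. With the values as deposited, 27 of the 148 genes lay on the opposite side, against 24.

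Table 3 of the paper, counted over its genes, holds 2 with a printed q under 0.05, QhpC and Fae3, and here 0 of the 145 genes tested passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, with 17 at an unadjusted p under 0.05. No setting gave a count close to the paper's. Leaving out methanol replicate 2 called 12, and the replicate block with the values as deposited, chosen after seeing the values, called 14. The paper states no threshold for q, and QhpC and Fae3 are among the calls of either setting, so neither setting drops them.

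The text of the paper gives the N-methylglutamate genes a lower range of folds than the 11.8 to 15.0 found here, and Table 3 itself lists 3 of these genes above the range of the text. The paper describes methanol dehydrogenase and its cytochrome gene as slightly higher on methanol. The direction here was the same over all libraries, with log2 fold changes of -0.54 for Mdh2 and -0.88 for Mdh2G, and the opposite without methanol replicate 1, with 0.49 and 0.29.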

Other observations

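Apart from the Fae3 fold changes over all libraries and with a methanol library left out, the tests in this part were chosen after the results were seen. The genes of each pattern were picked from these libraries.

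Genes that were far lower in methanol replicate 1 than in methylamine replicate 2 were raised in methanol replicate 2. They were chosen as genes of at least 200 in methylamine replicate 2 whose value in methanol replicate 1 was under 5% of it, which gave 30 genes. Of these, 24 lie between METUNv2_580110 and METUNv2_580135, and the other 6 are Fae3 and METUNv2_300003 to METUNv2_300006 and METUNv2_300008. In methanol replicate 2 the 30 genes held a median of 14.2% of their methylamine replicate 2 values, between 11.5% and 20.0%. A methanol replicate 2 that is a mislabelled methylamine library is argued against by that share of 14.2%. A difference in scaling between the methanol libraries is argued against because the median log2 ratio of methanol replicate 2 to methanol replicate 1 was -0.02 (-0.0215) over the other 1078 genes of like level and 3.69 over the 30. A hypothesis that remains open is that RNA or reads of methylamine replicate 2 are present in the methanol replicate 2 library. It predicts one share for all genes, and the SD of the log2 share was 0.177, against 0.664 for the other genes between the same libraries and 0.895 for the 30 genes between the methylamine libraries. With the background of methanol replicate 1 taken off, the share would be 13.5%, between 10.5% and 18.3%. The separate loci behind this are few, since the 5 tags from METUNv2_300003 to METUNv2_300008 are low in methylamine replicate 1 as well, which leaves Fae3, at 14.1%, as the one further locus. Partial induction of these genes in the culture of methanol replicate 2 cannot be told apart from it, because genes of one stretch can rise together. Within the stretch the SD was 0.188, against 0.523 between the methylamine libraries. With limits of 100, 200 or 500 and of 2, 5 or 10% the median share stayed between 14.0% and 14.7%. With the limit at 10% the share reached up to 61.7% for single genes. A floor test was weak. Of 379 genes at 500 or more, 0 had a methanol replicate 2 value under 10% of the methylamine replicate 2 value, but other pairs of libraries also gave 0. The fold changes of these genes depend on this library, and Fae3 had a log2 fold change of 6.32 without it against 4.67, and 3.01 without methanol replicate 1.

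The tags METUNv2_320001, METUNv2_320032, METUNv2_410110 and METUNv2_420076 had nearly proportional values across the libraries. For METUNv2_420076 they were 11575 and 38482 on methanol and 9139 and 23167 on methylamine. Together the 4 took 2.53% and 7.64% of the summed values without rRNA on methanol and 2.08% and 4.74% on methylamine. Their centred log2 profiles deviated from the common mean by at most 0.0295, where 10000 random groups of 4 tags of like level had a median deviation of 1.31 and a lowest of 0.132. Reads shared between near-identical copies could produce this and cannot be told apart from true co-expression, since the tags were chosen for the pattern and no sequences were compared. No biological explanation was tested.

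Libraries with the same replicate number were about as similar as libraries of one substrate. At a 2-fold separation, the replicate number parted 100 genes, the substrate 64 and the crossed split 8. Outside Table 3 the replicate number parted 46 genes in one direction and 54 in the other. Neither the paper nor the labels say what the number marks, and no cause was tested.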
